# Exerting the Appropriate Application of Methylprednisolone in Acute Spinal Cord Injury Based on Time Course Transcriptomics Analysis

**DOI:** 10.3390/ijms222313024

**Published:** 2021-12-01

**Authors:** Liang-Yo Yang, Meng-Yu Tsai, Shu-Hui Juan, Shwu-Fen Chang, Chang-Tze Ricky Yu, Jung-Chun Lin, Kory R. Johnson, Hendrick Gao-Min Lim, Yang C. Fann, Yuan-Chii Gladys Lee

**Keywords:** spinal cord injury, methylprednisolone, time course transcriptomics, inflammation, glycolysis, oxidative stress, neurological system

## Abstract

Methylprednisolone (MP) is an anti-inflammatory drug approved for the treatment of acute spinal cord injuries (SCIs). However, MP administration for SCIs has become a controversial issue while the molecular effects of MP remain unexplored to date. Therefore, delineating the benefits and side effects of MP and determining what MP cannot cure in SCIs at the molecular level are urgent issues. Here, genomic profiles of the spinal cord in rats with and without injury insults, and those with and without MP treatment, were generated at 0, 2, 4, 6, 8, 12, 24, and 48 h post-injury. A comprehensive analysis was applied to obtain three distinct classes: side effect of MP (SEMP), competence of MP (CPMP), and incapability of MP (ICMP). Functional analysis using these genes suggested that MP exerts its greatest effect at 8~12 h, and the CPMP was reflected in the immune response, while SEMP suggested aspects of metabolism, such as glycolysis, and ICMP was on neurological system processes in acute SCIs. For the first time, we are able to precisely reveal responsive functions of MP in SCIs at the molecular level and provide useful solutions to avoid complications of MP in SCIs before better therapeutic drugs are available.

## 1. Introduction

Spinal cord injuries (SCIs) can arise due to direct or indirect insults. Regardless of the insult type, anti-inflammatory treatment is recommended in the shortest possible time after an SCI to minimize complete or partial damage due to swelling [1]. Drugs approved for treatment of inflammation include those members of the glucocorticoid class (e.g., dexamethasone). Of these, methylprednisolone (MP) is the only drug reported to be effective for acute SCI if administered within 8 h (h) of insult [2].

However, MP has been shown to induce a wide range of side effects, and there has been a long debate over MP usage for SCIs. The National Acute Spinal Cord Injury Study (NASCIS) I-III trial was an initial supporter of beginning routine use of MP in acute SCI conditions [3], as significant motor improvement was seen when comparing high-dose MP to a placebo. Then, a literature review and guideline article criticized the use of MP for SCIs [4] because it caused complications like wound infections, gastrointestinal hemorrhage, and thrombophlebitis, which were more common in the MP-treated group. Taken together, one could have concluded that some patients experience substantial benefits from MP, while others develop serious complications. To settle this medical case management debate, the beneficial and adverse aspects of MP with specific molecular scopes and pathways should exactly be determined. To date, the molecular effects of MP have remained unexplored. Applications of genomics to better understand responses to SCIs have been successful in enabling the discovery of many genes involved in repair, regeneration, and pathophysiology [5,6,7,8,9,10,11]. However, no systematic profiling has been conducted on MP’s effects in an intensive time-course fashion. The primary objective of this preliminary study is to provide a scientific base for the management of spinal cord injury that improves outcomes for patients by delineating the efficacy and side effects of MP on SCIs, and to determine what MP cannot achieve with SCIs at the molecular level using a transcriptomics data analysis. In this way, we should be able to distinguish the population of patients who might benefit from MP from those who might develop complications.

To achieve our goals, we conducted a biologically duplicated SCI rat experiment with and without injury and with and without MP administration, and assessed results at 0, 2, 4, 6, 8, 12, and 24 h after the injury. A gene expression microarray was used to examine results of lesions to spinal cords. In addition, we combined differential gene expressions and a Venn diagram to obtain three distinct gene classes of (1) side effect of MP (SEMP), which comprised genes that were not changed by the SCI but were altered after MP treatment, (2) competence of MP (CPMP), which comprised genes that were changed by the SCI and recovered after MP treatment, and (3) incapability of MP (ICMP), which included genes that were changed by the SCI and continued changing after MP was administered. Based on these results, we may be able to specifically tackle the side effects of MP by avoiding populations of patients who might develop complications, or devise other measures to improve the condition.

## 2. Materials and Methods

### 2.1. Spinal Contusions and Grouping

Sixty female Long Evans rats (8~9 weeks old) were purchased from the National Laboratory Animal Center (Taipei, Taiwan). All animals were housed in a 12 h light/dark cycle and had free access to water and food at all times. For animal care and surgical procedures, we followed the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals (NIH Publications No. 80–23, revised 1978) and all surgical protocols were approved by the Institutional Animal Care and Use Committee of Taipei Medical University Laboratory Animal Center.

The SCI model in rats has been described in detail elsewhere [12,13,14,15]. For all surgeries, animals were anesthetized with a mixture of Zoletil 50 (25 mg/kg) (Virbac Laboratories, Carros, France) and Rompun (Xylazine, 10 mg/kg, Bayer, Leverkusen, Germany) via intraperitoneal injections. Following a T9~T10 laminectomy, SCI was induced using a New York University Impactor by dropping a 10 g weight from a height of 25 mm. Perioperative care was based on NASCIS guidelines, as described in a previous publication [16].

The solubility of MP in water is very low (0.024 mg/mL). Therefore, MP (30 mg/kg) was dissolved in 0.5 mL 70% ethanol, which was prepared using sterilized Milli-Q^®^ water (Merck MilliporeSigma, Burlington, MA, USA) and 100% ethanol. MP or non-MP control (0.5 mL 70% ethanol) was administered intravenously 15 min (min) after SCI injury during a 25 min period. In the MP experiment, samples were designed in duplicate, and 60 animals were randomly assigned to four groups: (1) SCI with 70% ethanol (SCI-EtOH), for injured rat without MP administration; (2) SCI with MP (30 mg/kg) (SCI-MP), for injured rat with MP administration; (3) sham-EtOH (S-EtOH), for non-injured rat without MP administration, and (4) sham-MP (S-MP), for non-injured rat with MP administration. Animals were sacrificed at 2, 4, 6, 8, 12, 24, and 48 h after being medicated. Additional animals including S-EtOH and SCI-EtOH were sacrificed immediately as the 0 h control. The 5 mm lesioned spinal cord was removed, immediately frozen in liquid nitrogen, and stored in liquid nitrogen prior to ribonucleic acid (RNA) extraction.

### 2.2. RNA Extraction and Microarray Procedures

Total RNA was extracted by the TRIzol method [17], and the integrity of the RNA was examined by an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) before oligo-microarray procedures. The chip used for this spinal cord injury project was the GeneChip^®^ Rat Gene 1.0 ST Array (Affymetrix, Santa Clara, CA, USA). This gene array differs from traditional 3′-end expression arrays, such as Rat Expression Set 230 or Rat U34 array. The design of the Rat Gene 1.0 ST array contains 26 probes across the full length of the gene and in total contains 27,342 genes. Sample labeling and hybridization were processed according to the manufacturer’s instructions in the Microarray Core Facility of the National Human Genome Research Institute-National Institutes of Health (NHGRI-NIH, Bethesda, MD, USA). Then the arrays were scanned on an Affymetrix GeneChip scanner.

### 2.3. Data Preprocessing

#### 2.3.1. Data Normalization

In the first step of the protocol, our microarray data were normalized using the robust multi-array average summarization algorithm [18] in probe sets. We processed data on a per-chip and per-gene normalization basis using GeneSpring GX 11 software (Agilent Technologies). Our data were finally transformed into a log2 format.

#### 2.3.2. Outlier Sample Removal

We calculated correlation values between each sample with the pair-wise Pearson method for 60 samples in our experiment. Outliers were defined as samples that exceeded 90% of the pair-wise correlation values of at least < (mean − 2 × standard deviation (SD)). 

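At 0 h, directly after the medication, 407 probe sets differed between the 2 injured rats given the vehicle ethanol (SCI-EtOH) and the 2 sham-operated rats given the same vehicle (S-EtOH), with 120 higher and 287 lower in SCI-EtOH. No rat given methylprednisolone (MP) was taken at this time. Of 5 erythrocyte and platelet markers, 0 were higher and 0 lower in limma (4 and 0 adjusted over the list alone, and 4 and 0 at an unadjusted p under 0.05), with a median log2 difference of 1.39 (adjusted p = 6.5e-05 from camera, 0.24 with an estimated correlation). They include Alas2, which starts haem synthesis in red cell precursors, at 2.31 (adjusted p = 0.093) and the beta-globin Hbb (adjusted p = 0.21). Genes of synaptic vesicle release had a median of −0.19 (adjusted p = 6.5e-05 from camera, 1.0 with an estimated correlation), neuron structural markers one of −0.21 (adjusted p = 0.0092 from camera, 1.0 with an estimated correlation), and cytosolic and mitochondrial chaperones one of −0.069 (adjusted p = 0.0020 from camera, 1.0 with an estimated correlation). The members past the threshold by themselves numbered 0, 0 and 0. Adjusted over the list alone, 0, 0 and 1 were lower and 0, 0 and 1 higher. Without 1 array the calls were lost for the neuron markers (adjusted p = 0.059 without S-EtOH 0 h duplicate 1 and 0.055 without SCI-EtOH 0 h duplicate 1) and for the chaperones (adjusted p = 0.15 without S-EtOH 0 h duplicate 1, at a median of −0.014). Of the 287 probe sets lower in SCI-EtOH at 0 h, 258 (89.9%) did not carry exactly 1 gene symbol, against 44.8% of the probe sets kept by the noise filter. Over the 60 arrays and 27342 probe sets, pair-wise Pearson correlations had a mean of 0.0192 (SD 0.374) and ranged from −0.670 to 0.903. The limit of the mean minus 2 SD was −0.728, below the lowest correlation, so the rule marked 0 arrays, which on values centred per probe set says nothing about the arrays. The median correlation of the 2 duplicates of a group was 0.634 in S-EtOH, 0.484 in sham rats given MP (S-MP), 0.707 in SCI-EtOH and 0.761 in injured rats given MP (SCI-MP). The SCI-EtOH pair of 6 h had the lowest correlation of all 30 pairs, 0.161. Over probe sets, its duplicate 1 had an SD of 0.471 and a median of 0.113, and its duplicate 2 an SD of 0.228 and a median of −0.0065. Each had the lowest array weight of all, 0.144. Component 1 held 45.7% of the variance, component 2 13.7% and component 3 8.26%. On component 3 the 16 SCI-EtOH arrays, those of 0 h included, lay between −31.9 and −4.02 (median −19.8). They lay below all 14 SCI-MP arrays at 3.68 to 26.8 (median 13.9), and the medians were 3.26 in S-EtOH and 4.87 in S-MP. The count at 0 h rests on 2 rats a group and was 19 without S-EtOH 0 h duplicate 1, 68 without S-EtOH 0 h duplicate 2, 117 without SCI-EtOH 0 h duplicate 1 and 69 without SCI-EtOH 0 h duplicate 2, and it was 0 with the plain analysis named in the methods (4432 at an unadjusted p under 0.05), 1975 in a fit of the 0 h arrays alone, 903 after quantile normalization and 3366 with array weights.

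**Figure D1:**
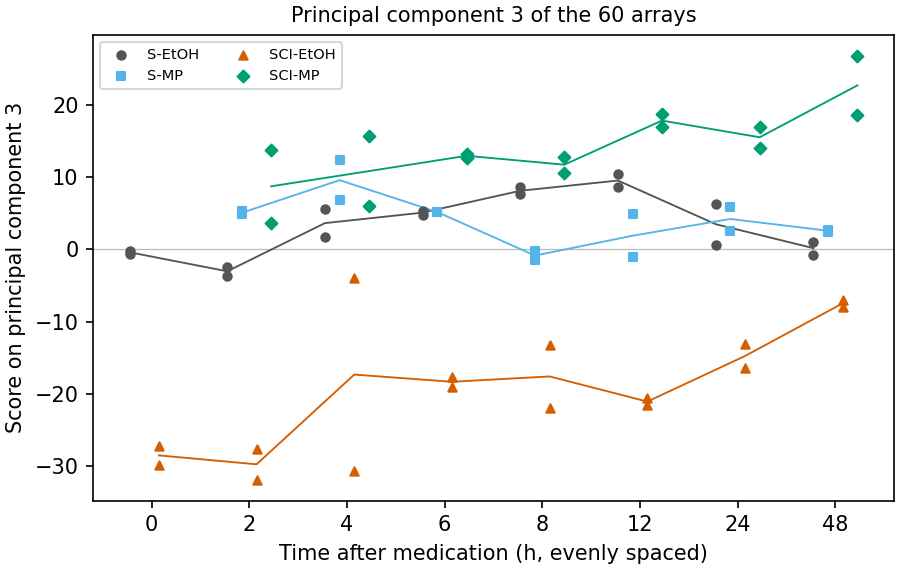
Score of each of the 60 arrays on principal component 3 (vertical axis, no unit) against the time after medication in h (horizontal axis, time points evenly spaced), with 1 point per array, 4 groups, and lines through the means of the 2 duplicates. The SCI-EtOH arrays, those of 0 h included, lie at −4.02 or below, the SCI-MP arrays at 3.68 or above, and the sham arrays between −3.62 and 12.3.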

We also performed a principal component analysis (PCA) to look for outlier samples falling distal to the dataset at large.

#### 2.3.3. Noisy Gene Detection

We filtered noisy genes by the error in evaluating the coefficient of variation (CV) of duplicated samples in our experiments. The standard of excluding noisy genes should be objective; otherwise, one could lose too many probe sets and affect biological variations in our experiments. Therefore, probe sets with at least 16 pairs of duplicate samples that had a CV of <50 were retained for further analysis. After the noise analysis was performed, the dataset was reduced from 27,342 to 21,653 probe sets.

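Duplicate rats were closer to each other in S-EtOH than in the injured groups. The median over pairs of the SD within a pair was 0.105 on the log2 scale in S-EtOH, 0.140 in S-MP, 0.155 in SCI-MP and 0.215 in SCI-EtOH, where it ranged from 0.125 to 0.346. Here the CV of each duplicate pair was taken on the linear scale, and probe sets with a CV under 50% in at least 16 of the 30 pairs were kept. This kept 27338 of the 27342 probe sets. The methods do not name the scale of the CV. Taken on the log2 values, which lie around 0 for each probe set, the CV kept 3677 probe sets and, after each probe set was centred on its median, 3408, and with a signed mean in the CV, an alternative chosen after the data were seen, it kept 25188. All 15097 probe sets with 1 gene symbol stayed in on the linear scale, and they cover 14324 genes.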

### 2.4. Experimental Design and Statistical Analyses

Four steps were used to determine the three gene classes of MP-responsive genes (SEMP, CPMP, and ICMP) from the original experimental design grouping.

Step 1. Group definitions.

Four groups were designed in the MP experiment—S-EtOH, S-MP, SCI-EtOH, and SCI-MP with three variables of injury (SCI), medication (MP administration), and time as shown in Table 1.

Step 2. Differentially expressed gene (DEG) sets.

We obtained four differential expression gene sets of A*_t_*, B*_t_*, C*_t_*, and D*_t_* by pair-wise comparisons of the four groups at *t* hours (*t* = 2, 4, 6, 8, 12, 24, 48 h) through a statistical analysis as shown in Figure 1 and defined as follows:

- A*_t_*: responsive genes in SCI with no treatment, SCI-EtOH*_t_* versus (vs.) S-EtOH*_t_*.
- B*_t_*: responsive genes in SCI with MP treatment, SCI-MP*_t_* vs. SCI-EtOH*_t_*.
- C*_t_*: non-recovered genes in SCI with MP treatment, SCI-MP*_t_* vs. S-EtOH*_t_*.
- D*_t_*: responsive genes in the sham group with MP treatment, S-MP*_t_* vs. S-EtOH*_t_*.

In this experiment, we used GeneSpring GX 11 to perform statistical analysis based on a one-way analysis of variance (ANOVA) for multiple comparisons using the Benjamini and Hochberg false discovery rate (FDR) [19] with a cutoff *p* = 0.05 among the four groups at each time point (0, 2, 4, 6, 8, 12, 24, and 48 h post-injury). Then, we used Tukey’s honest significant difference (HSD) for pair-wise comparisons of groups. A *p* value of differential expression between two groups of ≤0.05 was defined as statistical significance, otherwise it was not significant.

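After injury without MP (set A), genes of inflammation rose and genes of neurons fell. Averaged over the 7 time points after 0 h, and among genes with 1 direction at all of them, the largest rises were in Cxcl2, a chemokine that attracts neutrophils, with a log2 fold change of 3.85 (standard error 0.21, adjusted p = 5.0e-17), and in Tfpi2, an inhibitor of serine proteases, with 3.40. Next came Ccl3, a chemokine of macrophages, with 3.39. Gprc5a (2.89), the stress-induced transcription factor Atf3 (2.81), Dusp5, a phosphatase of ERK (2.75), Clec4d (2.70), the interleukin-1 decoy receptor Il1r2 (2.49) and the chemokines Ccl2 (2.46) and Cxcl1 (2.45) followed. The largest falls were in the neurofilament genes Nefm, with a log2 fold change of −2.70 (standard error 0.16, adjusted p = 5.3e-16), Nefl (−2.44) and Nefh (−2.08), and in the choline transporter Slc5a7 (−2.26). The sodium channel subunits Scn1a (−2.25) and Scn4b (−2.11) fell too, as did Htr2c, Syt2, Chodl and Vsnl1, at −2.10 to −2.00. Over these 7 times 24 of 30 cytokines and mediators were higher after injury and 1 lower, at a median of 1.21 (adjusted p = 6.6e-13 from camera, 0.053 with an estimated correlation), and 17 of 19 neutrophil genes were higher, at 0.96 (adjusted p = 1.1e-08 from camera, 0.053 with an estimated correlation). Of 24 genes of synaptic vesicle release 23 were lower, at a median of −1.39 (adjusted p = 2.7e-16 from camera, 0.065 with an estimated correlation), and so were all 14 neuron structural markers, at −1.39 (adjusted p = 9.0e-13 from camera, 0.065 with an estimated correlation). With MP in injured rats (set B), the largest falls averaged over the 7 times were in Il1b, which encodes interleukin-1 beta, with a log2 fold change of −1.67 (standard error 0.12, adjusted p = 6.3e-12), and in the lactate transporter Slc16a3 (−1.33). Falls followed in Nos2, the inducible nitric oxide synthase (−1.28), in Ccl4 (−1.14) and in G0s2, an inhibitor of triglyceride breakdown (−1.07). Clec4d, Hcar2, Prok2, Ccl2 and Ier3 were at −1.03 to −0.93. The largest rises with MP were in Rgs1, a regulator of G protein signalling, with a log2 fold change of 1.09 (standard error 0.082, adjusted p = 1.2e-11), in Stmn1 (0.98) and in Pfdn2, Tecr, Rap1b, Fkbp5, Cab39, Ssr1, Cdc37l1 and Zmat2, at 0.92 to 0.80. At 0 h the difference of SCI-EtOH and S-EtOH was −0.53 in Stmn1, −0.81 in Tecr, −0.72 in Cab39 and −0.99 in Zmat2, at unadjusted p-values under 0.05 and adjusted p = 0.41, 0.37, 0.085 and 0.080. In sham rats (set D), MP raised Pfdn2, a prefoldin subunit, with a log2 fold change of 0.74 (standard error 0.14, adjusted p = 5.1e-04), and Prex2 (0.62), Ndufb3, Pex11a, Slitrk6, Pcdh20, Ppp2r3a, Amd1, Otulinl and Sesn1 (0.56 to 0.46). It lowered the beta-globins Hbb-b1 (−1.03) and Hbb (−0.90) and, at −0.60 to −0.51, Atp5mc2, Atf5, Phlda1, Oasl, the neuropeptide somatostatin (Sst), Mlf2, Rhoc and Vamp2. Of 23 genes known to be induced by glucocorticoids, 4 were higher and 0 lower (14 and 0 adjusted over the list alone) with MP in sham rats at 2~6 h (adjusted p = 6.1e-12 from camera, 0.45 with an estimated correlation). Fkbp5, which binds the glucocorticoid receptor complex, leads them with a log2 fold change of 1.25 (standard error 0.19, adjusted p = 1.4e-04), followed by Zbtb16 (0.86). In injured rats at 2~6 h, 6 were higher and 1 lower (6 and 1 adjusted over the list alone) (adjusted p = 0.0030 from camera, 0.94 with an estimated correlation), with Fkbp5 at 1.00, Sgk1 at 0.77 and Angptl4 at −0.91. In sham rats the list was lower at 12 h, where 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, and 0 and 2 at an unadjusted p under 0.05). The median was −0.26 over the list (adjusted p = 0.0011 from camera, 0.50 with an estimated correlation), a call that was lost with quantile normalization (adjusted p = 0.17). There the median was −0.0099 at 8 h (adjusted p = 0.88, −0.38 and 0.45 without duplicates 1 and 2 of S-EtOH 8 h, at adjusted p = 0.0011 and 0.0066) and −0.085 at 24~48 h (adjusted p = 0.40, and adjusted p = 0.0499 without S-MP 24 h duplicate 1 and 0.018 without S-MP 48 h duplicate 1). In injured rats at 8 h 3 were higher and 0 lower (5 and 0 adjusted over the list alone). The median was 0.14 over the list (adjusted p = 0.035 from camera, 0.59 with an estimated correlation), which was lost in turn (adjusted p = 0.17 without SCI-EtOH 8 h duplicate 2 and 0.13 without SCI-MP 8 h duplicate 1), with array weights (adjusted p = 0.052) and in a fit per phase (adjusted p = 0.12), and the median was 0.16 at 12 h (adjusted p = 0.35) and 0.087 at 24~48 h (adjusted p = 0.43, and adjusted p = 0.0038 without SCI-EtOH 48 h duplicate 2 and 0.026 without SCI-MP 48 h duplicate 2). With the 0 h difference added to B, the latter was 0.22 (adjusted p = 0.035), in an alternative chosen after the data were seen. Over the mean of 7 times, 7 were higher and 4 lower (8 and 4 adjusted over the list alone) in injured rats (adjusted p = 0.019 from camera, 0.99 with an estimated correlation) and 5 were higher and 0 lower (5 and 3 adjusted over the list alone) in sham rats (adjusted p = 0.11 from camera). Over the 7 times from 2 to 48 h, set A held 1713, 3186, 3715, 4931, 6828, 7141 and 6671 probe sets, set B 1611, 1351, 3448, 2339, 4022, 2147 and 1913 and set D 173, 188, 825, 1407, 850, 241 and 102. After quantile normalization, set B held 2766, 1041, 1866, 1463, 1139, 281 and 114 probe sets at these times and set D 1101, 1114, 2840, 4613, 2628, 1134 and 1017, and with array weights they held 2503, 735, 268, 1627, 2626, 1495 and 929 and 461, 1178, 2623, 4201, 1903, 814 and 673, while set A held 3374 and 3155 at 2 h and 431 with array weights at 6 h. Set B at 6 h was 6790 without SCI-EtOH 6 h duplicate 2 and 1761 without SCI-MP 6 h duplicate 2, and set D over the 7 times was 3, 9, 19, 116, 113, 6 and 0 with each contrast adjusted alone. With the plain analysis named in the methods, set A held 1, 2, 73, 209, 2478, 1230 and 3084 probe sets, set B 1, 2, 71, 192, 1336, 510 and 865 and set D 1, 2, 27, 97, 578, 194 and 202. The sets come from a moderated F test in limma over the 4 groups of a time point, then Tukey's range on the moderated statistic, with n = 2 rats per group and time, whereas the means over 7 times and the phases were tested as contrasts. With the 0 h difference of SCI-EtOH and S-EtOH added to B, an alternative chosen after the data were seen that rests on 4 arrays, 1 of the 20 genes named for B, Rgs1, stayed past the threshold. The 19 others had a median of 66.4% of the log2 fold changes above. Il1b was at −1.11, Slc16a3 at −1.13 and Nos2 at −1.44, while Ccl2 was at −0.24, Tecr at 0.10 and Zmat2 turned to −0.19. The list's call over the mean of B was lost in turn (adjusted p = 0.12 without SCI-EtOH 48 h duplicate 1 and 0.059 without SCI-MP 48 h duplicate 1), that over the mean of D was gained (adjusted p = 0.0062 without S-EtOH 8 h duplicate 2, 0.048 without S-MP 8 h duplicate 2, 0.046 without S-MP 24 h duplicate 2 and 0.039 without S-MP 48 h duplicate 2), and Oasl lost its call without the 12 h arrays (adjusted p = 0.13).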

Step 3. Venn diagram to obtain gene classes.

(3a) First, we used this following general formula to define gene class.

(1) $$\mathrm{Gene}\;\mathrm{class}=[\left[X_{t}\cap Y_{t}\cap D_{t}^{c}\right]-Z_{t}],$$

where $X_{t\;},Y_{t},{\;Z}_{t}$ can be $A_{t},B_{t},{\;C}_{t}$ interchangeably, but not at the same time, *t* = 2, 4, 6, 8, 12, 24, 48 h. $D_{t}^{c}$ is the complement of the differentially expressed $D_{t}$ gene set. Therefore, a Venn diagram was created with four differential expression gene sets as demonstrated in Figure 2 to obtain three gene classes that reflect MP’s responses—SEMP, CPMP, and ICMP at *t* hours (*t* = 2, 4, 6, 8, 12, 24, 48 h).

(3b) The hypothetical expression profiles with log2 fold-change are used to show symmetric measure, when the change decreases by an equivalent amount, e.g., greater than zero is over-expression, and less than zero is down-regulation. The profiles are displayed with certain colors: brown for SEMP, blue for CPMP, and yellow for ICMP, as shown in Figure 3. Meanwhile, these three chosen gene classes with or without statistical significance (*p* ≤ 0.05) in the DEG sets (A*_t_*, B*_t_*, C*_t_*, and D*_t_*) are indicated in Table 2.

Step 4. Functional analysis.

We used the tool FatiGO (Babelomics 3, http://babelomics.bioinfo.cipf.es accessed on 26 June 2011) [20,21] to conduct a gene ontology (GO) analysis. In FatiGO, two groups of genes of interest can be tested simultaneously by means of Fisher’s exact test, and all *p* values were adjusted by the FDR. FatiGO was implemented in the nested inclusive analysis, where the test is performed recursively until the deepest level is achieved where significance is obtained, and only this last level is reported. Therefore, GO terms were automatically tested from levels 3 to 9 and only the deepest significant term was reported for each branch in the directed acyclic graph (DAG).

## 3. Results

### 3.1. Functional Enrichment Analysis

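RNA from the lesion site of the spinal cord, or the same site after sham surgery, of 60 female Long Evans rats was measured on Rat Gene 1.0 ST arrays, with 1 array per rat. There were 4 groups. S-EtOH rats had sham surgery and the vehicle ethanol, S-MP rats sham surgery and MP at 30 mg/kg, SCI-EtOH rats a contusion of the cord from a dropped weight and the vehicle, and SCI-MP rats the contusion and MP at 30 mg/kg. Each group had 2 rats (duplicates 1 and 2) at each time point. S-EtOH and SCI-EtOH have arrays at 0 h and at 7 later times up to 48 h (16 arrays each), and S-MP and SCI-MP at the later times alone (14 arrays each), although Table 1 also lists 0 h for the MP groups. Times are counted from the medication, given shortly after the injury, in the sample labels and in the methods' account of the animals, and from the injury in the methods' account of the statistics. The authors summarized the probes of each probe set by robust multi-array average, normalized per chip and per gene in GeneSpring GX 11 and took log2. In the deposited values each probe set lies around 0, so they give differences between arrays and hold no level of expression, and neither the reference of this centring nor the brightness of a probe set over background can be read from them. Of the 27342 probe sets, 15097 carry 1 gene symbol, 323 several and 11922 none in the annotation used here. From there, 27338 probe sets were kept by the noise filter and entered 1 limma fit over the 60 arrays with a mean for each of the 30 groups and times, which leaves 30 degrees of freedom for the spread. The sets A to D and the classes SEMP, CPMP and ICMP were built from this fit at each time point, and the class of a phase holds every probe set in the class at any of its time points. For genes and gene lists the probe sets of a gene were averaged (14324 genes), and fold changes are contrasts of the means of a phase with Benjamini-Hochberg adjusted p-values, where a gene is said to rise or fall only under 0.05. A difference at 0 h given for a gene is that of SCI-EtOH and S-EtOH at an unadjusted p under 0.05, and it is not a call, since none of the genes for which it is given passed at 0 h after adjustment. The 43 gene lists were written before the data were examined and tested with camera at a preset correlation of 0.01 between genes, adjusted over the lists. An adjusted p with an estimated correlation is given beside each camera call, and a median over a list covers all its measured members. With 2 rats per group and time, the number of arrays limits the precision, and each comparison at a single time borrows its spread from the other times. On simulated values for B at 8 h, 55 of 100 probe sets changed by 0.5 on the log2 scale and 96 of 100 changed by 1 were called. These counts may not hold at the larger spread within the real SCI-EtOH pairs.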

The first set of questions was aimed at identifying MP-responsive genes. Through the three steps described in Section 2.4 we were able to obtain three distinct gene classes: (i) SEMP comprised genes that did not change after injury but were altered post-treatment, (ii) CPMP included genes that recovered post-treatment, and (iii) ICMP comprised genes that sustained change after injury and post-treatment.

Significant GO results were obtained by comparing three classes of genes (SEMP, CPMP, and ICMP) with rest of genome (ROG) via the FatiGO tool. We arranged the time points into four phases in our comparative analysis. Pair-wise comparisons included SEMP vs. ROG, CPMP vs. ROG, and ICMP vs. ROG at each phase: 2~6, 8, 12, and 24~48 h. The number of genes and associated biological process (BP) terms with statistical significance (*p* ≤ 0.05) of each class at different time phases are given in Table 3 and Table 4, respectively. 

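At each of the 7 time points, most CPMP probe sets rose after injury and fell with MP. At 8 h, 779 of the CPMP probe sets were higher in SCI-EtOH than in S-EtOH and lower with MP, and 590 went the other way, while at 12 h the split was 1102 and 638. ICMP probe sets, changed by injury with and without MP, were mostly lower after injury at each of these times, with 2717 against 1409 higher at 24 h and 2670 against 1986 at 48 h. SEMP probe sets changed in injured rats given MP, but were not called after injury without MP or with MP in sham rats. They were mostly lower with MP at 6 h (943 lower, 312 higher), and at 48 h mostly higher (398 higher, 277 lower). SEMP held 1798, 198, 1013 and 872 probe sets at 2~6, 8, 12 and 24~48 h, CPMP 1958, 1369, 1740 and 1413, and ICMP 2471, 1274, 2540 and 5699. At 2~6 h and 24~48 h, which are unions of time points, 495 and 90 probe sets were in both SEMP and ICMP, 130 and 214 in both CPMP and ICMP, and 39 and 30 in both SEMP and CPMP, through different times. Probe sets that differed between SCI-EtOH and S-EtOH at 0 h at an unadjusted p under 0.05 made up 13.5% of all probe sets kept. They made up 35.6%, 28.5%, 21.1% and 37.9% of CPMP over the 4 phases, 18.9%, 24.2%, 17.7% and 30.2% of SEMP and 14.0%, 13.0%, 11.6% and 12.5% of ICMP. A and B both hold the SCI-EtOH arrays of their time, so with no effect at all their fold changes over probe sets would have r = −0.498 in simulated unchanged groups. Across probe sets, which are not independent replicates, r was −0.612, −0.357, −0.288, −0.766, −0.361, −0.540 and −0.179 over the 7 times in order. The covariance was −0.106 at 8 h and −0.0531 at 12 h against −0.0131 with no effect. At 8 h 994 probe sets were up in A and down in B, where independent lists of these sizes would share 103. Another 773 were down in A and up in B, where they would share 106. With duplicate 1 of SCI-EtOH used for A and duplicate 2 for B, which then share no array, r was −0.429, −0.284, 0.324, −0.441, −0.190, −0.343 and 0.0144 over the 7 times, and with the duplicates exchanged −0.405, 0.0474, 0.0848, −0.520, −0.145, −0.454 and −0.00743. The covariance was then −0.0738 and −0.0848 at 8 h and −0.0331 and −0.0241 at 12 h, in a split chosen after the data were seen. The overlaps were not counted on split arrays, so part of their excess may come from the shared arrays. With the plain analysis of variance and Tukey's test named in the methods, SEMP held 4, 1, 274 and 235 probe sets, CPMP 2, 22, 370 and 268 and ICMP 4, 13, 1231 and 2752. Single arrays moved SEMP at 8 h (110 without S-EtOH 8 h duplicate 1, 96 without SCI-MP 8 h duplicate 1 and 119 without SCI-MP 8 h duplicate 2) and 12 h (669 without SCI-MP 12 h duplicate 1 and 598 without SCI-MP 12 h duplicate 2), CPMP at 2~6 h (5347 without SCI-EtOH 6 h duplicate 2), 8 h (891 without SCI-MP 8 h duplicate 1) and 12 h (767 without SCI-EtOH 12 h duplicate 2 and 1132 without SCI-MP 12 h duplicate 2), and ICMP at 8 h (491 without S-EtOH 8 h duplicate 1).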

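The SEMP probe sets of Supplementary File S1 were looked up among those found here. Of the 210 that the paper lists for 2~6 h, 181 were in SEMP here, as were 8 of 10 for 8 h, 142 of 179 for 12 h and 85 of 94 for 24~48 h, out of 1798, 198, 1013 and 872 in the 4 phases. Both lists were made from these arrays, so the overlap is no independent evidence. Genes of the respiratory chain (12 of 35 measured members) and of the neuron structural list (6 of 14) were in SEMP at 2~6 h here, genes of cholesterol synthesis (5 of 13) at 12 h and genes of the cytosolic ribosome (9 of 65) at 24~48 h. With the test of the methods, 1, 0, 67 and 28 of the paper's probe sets were shared in the 4 phases, and with quantile normalization 133, 7, 87 and 36. The lists of CPMP and ICMP were held in part or not at all and were not compared.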

The detailed list of genes and their associated BP terms with their significance *p* value (*p* ≤ 0.05) shown in DAG are provided in Supplementary Files S1 and S2, respectively. The most representative and significant terms of GO BPs and cellular components (CCs) are listed in Table 5. Note that in Table 3 and Table 4, higher gene numbers did not necessarily produce more BP terms. A significant BP term required a sufficient number of functionally related genes distributed in a single BP cluster.

**SEMP vs. ROG.** We found that SEMP mainly responded at 2~6 and 24~48 h, while it was not significant at 8 or 12 h. 

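At 2~6 h SEMP held genes of mitochondrial respiration and of neuronal structure. Of the 35 measured genes of respiratory chain complexes I to IV, which pass electrons to oxygen, 12 were in SEMP where 2.83 would be by chance (adjusted p = 4.7e-04). Of 14 neuron structural markers 6 were, against 1.13 by chance (adjusted p = 0.010). As a phase is a union over its times, 5 of these respiratory genes and 4 of these neuron genes were also in ICMP at 2~6 h. With MP, the neuronal genes Tubb3, a neuronal tubulin, and Gad2, an enzyme of GABA synthesis, fell in injured rats at 2~6 h by log2 fold changes of −0.57 and −0.52. Over the neuron structural list the median log2 fold change was −0.29 (adjusted p = 0.80 from camera), and 2 were lower and 0 higher (2 and 0 adjusted over the list alone). At 8 h no list passed in SEMP. At 12 h 5 of 13 genes of cholesterol synthesis were in SEMP, against 0.647 by chance (adjusted p = 0.012). Those with the largest falls with MP at 12 h were Dhcr7 (−0.82) and Lss (−0.74), Mvd (−0.74) and the transcription factor Srebf2 (−0.60), which switches on this pathway. Over the list 4 were lower and 0 higher (6 and 0 adjusted over the list alone). The median was −0.11 over the list (adjusted p = 0.14 from camera). The differences of Lss and Mvd at 0 h were 0.37 and 0.39. In the same comparison at 12 h, 6 of 14 oligodendrocyte and myelin genes were lower and 0 higher with MP. Their median was −0.41 (adjusted p = 0.016 from camera, 0.94 with an estimated correlation), a call lost without single arrays. In the last phase, 24~48 h, 9 of 65 genes of the cytosolic ribosome were in SEMP, against 1.91 by chance (adjusted p = 0.0049), and 7 of them were also in ICMP. These are one-sided Fisher's exact tests over 14324 genes, adjusted over the 43 lists within a class and phase, and were chosen after the data were seen. They treat genes as independent, so here and below their p-values can be too small where members of a list move together. The call of the neuron list in SEMP was lost in turn (adjusted p = 0.056 to 0.80 without each in turn of 11 arrays, by time and duplicate SCI-EtOH 6 h 2, 8 h 1, 8 h 2, 24 h 1 and 24 h 2, SCI-MP 2 h 1, 2 h 2, 6 h 1, 6 h 2, 24 h 1 and 24 h 2), as were that of cholesterol synthesis (adjusted p = 0.056 to 0.74 without each in turn of 23 arrays, by time and duplicate S-EtOH 12 h 1, 12 h 2, 24 h 1 and 24 h 2, S-MP 6 h 1, 6 h 2, 8 h 1, 8 h 2, 12 h 2, 24 h 1 and 24 h 2, SCI-EtOH 0 h 1, 0 h 2, 4 h 1, 4 h 2, 8 h 1, 8 h 2, 12 h 1, 24 h 1 and 24 h 2, SCI-MP 6 h 1, 6 h 2 and 12 h 2) and that of the ribosome (adjusted p = 0.13 without SCI-EtOH 48 h duplicate 1 and 0.084 without SCI-MP 48 h duplicate 1), while over cholesterol synthesis the change with MP at 12 h passed without 1 array (adjusted p = 0.0041 without SCI-EtOH 12 h duplicate 2). With quantile normalization all 4 calls were lost (adjusted p = 0.086 for the respiratory chain), and with the methods' test those of the respiratory chain, neuron and cholesterol lists were (adjusted p = 1.0 each). The call of cholesterol synthesis was also lost with array weights, with the duplicate number as a block and in a fit per time point.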

SEMP was related to the functions of transport, metabolic processes, energy mechanisms, and liver development in the mitochondrion component at 2~6 h. 

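Genes of mitochondrial energy metabolism fell after injury at 2~6 h, and several fell further with MP. Of 14 genes of ATP synthase, 9 were lower and 1 higher (9 and 1 adjusted over the list alone) in SCI-MP than in SCI-EtOH, with a median log2 fold change of −0.22 (adjusted p = 0.023 from camera, 0.94 with an estimated correlation). Atp5f1d (−0.68) and Atp5mc3 (−0.62) fell, while Atp5f1e rose (0.60). Atp5me fell with MP (−0.73), and its difference at 0 h was 0.50. After injury without MP, 7 were lower and 1 higher (9 and 1 adjusted over the list alone). The median was −0.25 over the list (adjusted p = 7.2e-04 from camera, 0.14 with an estimated correlation). Atp5f1a fell most (−0.65), and Atp5mc2 fell by −0.48 with a difference at 0 h of −0.37. Of 35 genes of the respiratory chain, 19 were lower and 2 higher (19 and 2 adjusted over the list alone) with MP. The median was −0.28 over the list (adjusted p = 0.073 from camera). Falls were seen in Ndufa10 (−0.56), Cox8a (−0.56) and Cox6c (−0.52), while Ndufs4 rose (0.51). After injury 19 were lower and 2 higher (19 and 2 adjusted over the list alone). The median was −0.29 over the list (adjusted p = 9.3e-07 from camera, 0.14 with an estimated correlation). Among the largest falls were those in Ndufs1 (−0.76) and in Ndufv2 (−0.81) and Ndufa4 (−0.74), with differences at 0 h of −0.44 and −0.54. Of 13 genes of the tricarboxylic acid cycle, 6 were lower and 0 higher (8 and 0 adjusted over the list alone) with MP. The median was −0.22 over the list (adjusted p = 0.057 from camera). Members that fell include Pdhb of the pyruvate dehydrogenase complex (−0.42) and Suclg1 (−0.37). All 13 measured members fell after injury (13 adjusted over the list alone). The median was −0.45 over the list (adjusted p = 1.3e-09 from camera, 0.085 with an estimated correlation), with Mdh2 at −0.61 and Dlat at −0.57. The vacuolar proton pump acidifies lysosomes and synaptic vesicles. Of its 17 genes 5 were lower and 0 higher (5 and 0 adjusted over the list alone) with MP. The median was −0.16 over the list (adjusted p = 0.27 from camera), with Atp6v0b at −0.57 and Atp6v0c at −0.51. After injury 15 were lower and 0 higher (15 and 0 adjusted over the list alone). The median was −0.41 over the list (adjusted p = 3.7e-08 from camera, 0.085 with an estimated correlation), with Atp6v1d at −0.96 and Atp6v1b2 at −0.88. In SEMP at 2~6 h were 4 of 14 ATP synthase genes (adjusted p = 0.14 from Fisher's exact test and adjusted p = 0.0073 without SCI-MP 6 h duplicate 1). The change of the ATP synthase list with MP was lost in turn (adjusted p = 0.19 without SCI-EtOH 6 h duplicate 2 and 0.068 without SCI-MP 6 h duplicate 2), and those of the respiratory chain (adjusted p = 0.045 without SCI-EtOH 2 h duplicate 1, 0.0079 without SCI-EtOH 6 h duplicate 1 and 0.046 without SCI-MP 6 h duplicate 1), the tricarboxylic acid cycle (adjusted p = 0.0028 to 0.045 without each in turn of 8 arrays, by time and duplicate S-MP 2 h 1 and 2 h 2, SCI-EtOH 2 h 1, 4 h 2 and 6 h 1, SCI-MP 2 h 1, 4 h 2 and 6 h 1) and the proton pump (adjusted p = 0.0079 without SCI-EtOH 6 h duplicate 1) passed the threshold in turn. With the 0 h difference added to B, an alternative chosen after the data were seen, the respiratory chain (adjusted p = 4.0e-04), the tricarboxylic acid cycle (adjusted p = 0.0015) and the proton pump (adjusted p = 7.6e-04) passed, and with quantile normalization the cycle did (adjusted p = 0.022). Lists of markers of other tissue and cells passed upward in camera with MP at 2~6 h. Skeletal muscle markers had 5 of 10 higher and 0 lower, at a median of 0.26 (adjusted p = 5.3e-06 from camera, 0.39 with an estimated correlation). Homeostatic microglia markers had 1 of 10 higher and 0 lower, at 0.11 (adjusted p = 0.016 from camera, 0.94 with an estimated correlation).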

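At 24~48 h, genes of the cytosolic ribosome rose after injury, and few of them differed with MP. Of 65 ribosomal protein genes, 57 were higher and 0 lower (60 and 0 adjusted over the list alone) in SCI-EtOH than in S-EtOH. The median was 0.75 over the list (adjusted p = 4.1e-16 from camera, 0.14 with an estimated correlation), with Rps18 at 1.41, Rps19 at 1.41 and Rps13 at 1.31. With MP in injured rats, 5 were higher and 2 lower (3 and 1 adjusted over the list alone), with Rps15a at 1.44, Rpl7a at 0.48 and Rps3a at 0.45, while Rps28 was at −0.38 and its difference at 0 h was 0.42. Over the list the median with MP was −0.012, the mean 0.032 and the direction of the test upward (adjusted p = 0.13 from camera), and with quantile normalization it passed upward (median 0.040, adjusted p = 8.5e-04). Genes of glycogen breakdown and synthesis moved both ways after injury. Of 12 genes 7 were lower and 3 higher (8 and 4 adjusted over the list alone) and the median log2 fold change was −0.36 (adjusted p = 0.20 from camera), with the liver-type glycogen phosphorylase Pygl at 1.99 and the branching enzyme Gbe1 at 1.36 against the muscle and brain phosphorylases Pygm (−1.36) and Pygb (−1.29). With MP 4 were lower and 1 higher (5 and 1 adjusted over the list alone). The median was −0.20 over the list (adjusted p = 0.012 from camera, 0.47 with an estimated correlation), with Pygl at −0.79, the glycogen synthase Gys1 at −0.72 and Ppp1r3d at −0.69. The ribosome list with MP also passed upward without single arrays (adjusted p = 0.0097 without SCI-MP 24 h duplicate 2 and 0.029 without SCI-MP 48 h duplicate 2). With the 0 h difference added to B, an alternative chosen after the data were seen, the ribosome list passed upward (median 0.10, adjusted p = 0.040).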

Although there were no significant responses in the two middle phases, SEMP was affected at 24~48 h in regulation of cell differentiation, cell cycle, cell proliferation, phosphorylation, metabolic processes, deoxyribonucleic acid (DNA) geometric changes, translation, and chemotaxis in the component of ribosomes, neuron projections, and cell fractions (see details in Table 5, SEMP part).

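CPMP at 2~6 h held genes of cytokines, immediate early genes and lymphocyte markers, at 8 h genes of neutrophils, macrophages, interferon response, neuronal structure and the ribosome, and at 12 h chaperones. At 2~6 h 8 of 30 cytokines and inflammatory mediators were in CPMP, against 1.85 by chance (adjusted p = 0.011). So were 6 of 18 immediate early genes against 1.11 (adjusted p = 0.011) and 4 of 10 lymphocyte markers against 0.618 (adjusted p = 0.032). In this phase cytokines fell with MP. The median was −0.31 over the list (adjusted p = 0.025 from camera, 0.94 with an estimated correlation). Of the 30 measured, 10 were lower and 0 higher (12 and 0 adjusted over the list alone), with Il1b at −1.66, Ccl4 at −1.32, Il1a at −1.23 and Ccl2 at −1.19. They had risen after injury. The median was 0.97 over the list (adjusted p = 5.2e-16 from camera, and 0.017 with an estimated correlation, which kept the call) and 24 were higher and 0 lower (25 and 0 adjusted over the list alone), led by Cxcl2 (2.93) and Ccl3 (2.63). Immediate early genes, transcribed within minutes of a stimulus, also fell with MP. The median was −0.45 over the list (adjusted p = 0.016 from camera, 0.94 with an estimated correlation). Of the 18 measured, 11 were lower and 0 higher (12 and 0 adjusted over the list alone), with Ier3 at −1.07, Nr4a2 at −0.91 and Atf3 at −0.83. After injury 17 were higher and 0 lower (18 and 0 adjusted over the list alone). The median was 1.39 over the list (adjusted p = 2.2e-21 from camera, and 0.017 with an estimated correlation, which kept the call), with Atf3 at 2.97, and with Egr1 (2.26), Fos (2.17) and Ier2 (2.01), whose differences at 0 h were 0.81, 0.85 and 0.80. Lists of cell markers passed upward in camera with MP in this phase. For skeletal muscle 5 of 10 were higher and 0 lower, at a median of 0.26 (adjusted p = 5.3e-06 from camera, 0.39 with an estimated correlation). For homeostatic microglia 1 of 10 was higher and 0 lower, at a median of 0.11 (adjusted p = 0.016 from camera, 0.94 with an estimated correlation). At 8 h 8 of 19 neutrophil genes were in CPMP, against 1.03 by chance (adjusted p = 4.6e-05). So were 15 of 65 ribosomal protein genes (adjusted p = 4.6e-05), 7 of 14 neuron structural markers (adjusted p = 4.6e-05), 7 of 17 interferon response genes (adjusted p = 1.7e-04) and 5 of 18 macrophage markers (adjusted p = 0.015). Of the 65 ribosomal protein genes, 9 were lower and 0 higher (17 and 0 adjusted over the list alone) with MP at 8 h. The median was −0.30 over the list (adjusted p = 5.4e-07 from camera, 0.37 with an estimated correlation), with Rps12 at −0.77, and with Rps28 (−0.71) and Rpl7 (−0.60), whose differences at 0 h were 0.42 and 0.69. No list passed in CPMP at 24~48 h. Leaving out 1 array ended calls in CPMP of cytokines (adjusted p = 0.29 without SCI-EtOH 4 h duplicate 1, 0.065 without SCI-EtOH 4 h duplicate 2 and 1.0 without SCI-EtOH 6 h duplicate 2), immediate early genes (adjusted p = 0.052 without S-MP 2 h duplicate 2, 0.20 without SCI-EtOH 2 h duplicate 1, 0.051 without SCI-EtOH 4 h duplicate 2 and 1.0 without SCI-EtOH 6 h duplicate 2), lymphocyte markers (adjusted p = 0.065 to 1.0 without each in turn of 7 arrays, by time and duplicate SCI-EtOH 2 h 1, 4 h 1, 4 h 2 and 6 h 2, SCI-MP 2 h 1, 4 h 2 and 6 h 1), interferon genes (adjusted p = 0.055 without S-MP 8 h duplicate 1 and 1.0 without SCI-EtOH 8 h duplicate 1), ribosome (adjusted p = 0.63 without SCI-EtOH 8 h duplicate 2 and 0.26 without SCI-MP 8 h duplicate 1), neuron markers (adjusted p = 0.17 without SCI-EtOH 8 h duplicate 1) and macrophage markers (adjusted p = 0.075 to 0.12 without each in turn of 9 arrays, by time and duplicate S-MP 24 h 1 and 24 h 2, SCI-EtOH 4 h 1, 4 h 2, 6 h 1, 6 h 2, 8 h 1, 12 h 1 and 12 h 2), and in B at 2~6 h those of cytokines (adjusted p = 0.19 without SCI-EtOH 6 h duplicate 2, 0.098 without SCI-MP 2 h duplicate 1 and 0.15 without SCI-MP 4 h duplicate 2) and immediate early genes (adjusted p = 0.051 without SCI-EtOH 4 h duplicate 2, 0.064 without SCI-EtOH 6 h duplicate 1, 0.081 without SCI-MP 2 h duplicate 1 and 0.054 without SCI-MP 4 h duplicate 2). The methods' test and quantile normalization ended each class call at 2~6 h (adjusted p = 1.0 and 0.19 for cytokines), and at 8 h the methods' test left only that of neutrophil genes (adjusted p = 0.0074), as quantile normalization did among these (adjusted p = 0.012).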

**CPMP vs. ROG.** We found that CPMP mainly responded at 8 and 12 h, while it was not significant early at 2~6 h or late at 24~48 h. 

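At 8 h, genes of neutrophils and of cytokines that had risen after injury were lower in SCI-MP than in SCI-EtOH, and part of the genes of neuronal structure and of synaptic vesicle release were higher. A milder injury in the 2 SCI-MP 8 h rats was not told apart from an effect of MP. The largest falls with MP were in Slfn4, with a log2 fold change of −3.87 (standard error 0.45, adjusted p = 4.0e-07), Il1b (−3.19), the chemokine Ccl6 (−3.00), Clec4d (−2.95), Nos2 (−2.94), S100a9, a calcium-binding protein of neutrophils (−2.92), Slc16a3 (−2.83), the neutrophil collagenase Mmp8 (−2.76), Trem1 (−2.42) and G0s2 (−2.30). The largest rises were in Nefm, with a log2 fold change of 2.36 (standard error 0.42, adjusted p = 3.7e-04), Dbx2 (1.99), Zfp189 (1.88), Slc5a7 (1.69), Nefh (1.65), Nefl (1.46), Scn1a (1.30), Prex2 (1.29), Chodl (1.28) and Syt2, a calcium sensor of transmitter release (1.26). With the 0 h difference of SCI-EtOH and S-EtOH added to B, an alternative chosen after the data were seen, Nefm, Slc5a7, Nefh, Nefl, Scn1a, Chodl and Syt2 missed the threshold (adjusted p = 0.23 to 0.65) at 1.78, 1.40, 1.42, 1.10, 1.24, 0.75 and 0.97. In a fit of injured rats alone, chosen likewise, Slc5a7, Nefh, Nefl, Scn1a and Syt2 did (adjusted p = 0.063 to 0.25), at 100% of the log2 fold changes above. Of 14 neuron structural markers 7 were higher and 0 lower (11 and 0 adjusted over the list alone) with MP. The median was 0.80 over the list (adjusted p = 2.6e-10 from camera, 0.13 with an estimated correlation), with Stmn2 at 1.15. Of 24 genes of synaptic vesicle release 6 were higher and 0 lower (13 and 0 adjusted over the list alone). The median was 0.59 over the list (adjusted p = 8.5e-09 from camera, 0.25 with an estimated correlation), with Snap25 at 1.06 and Vamp1 at 1.01. Of 19 neutrophil genes 13 were lower and 0 higher (14 and 1 adjusted over the list alone) with MP. The median was −1.13 over the list (adjusted p = 1.1e-16 from camera, and 0.0071 with an estimated correlation, which kept the call), with the chemokine receptor Cxcr2 at −2.20. After injury 13 were higher and 1 lower (13 and 1 adjusted over the list alone). The median was 1.42 over the list (adjusted p = 3.4e-12 from camera, and 0.018 with an estimated correlation, which kept the call). Of 30 cytokines and mediators 11 were lower and 0 higher (16 and 1 adjusted over the list alone) with MP. The median was −0.72 over the list (adjusted p = 7.0e-11 from camera, 0.066 with an estimated correlation), with Osm at −1.88 and Lif at −1.64. After injury 21 were higher and 1 lower (22 and 1 adjusted over the list alone). The median was 1.68 over the list (adjusted p = 3.0e-16 from camera, and 0.017 with an estimated correlation, which kept the call), with Il6, a fever-inducing cytokine, at 3.79. In sham rats at 8 h the cytokines fell with MP as well, where 3 were lower and 0 higher (11 and 1 adjusted over the list alone). The median was −0.43 over the list (adjusted p = 4.1e-08 from camera, 0.17 with an estimated correlation), with Cxcl10 at −2.70, which lost its call in turn (adjusted p = 0.078 without S-EtOH 8 h duplicate 1, 0.085 without S-EtOH 8 h duplicate 2 and 0.098 without S-MP 8 h duplicate 1). Cell markers moved in the same comparison. Lymphocyte markers had a median of −0.17 (adjusted p = 0.012 from camera, 0.34 with an estimated correlation). Of 10 homeostatic microglia markers 1 was higher and 0 lower (9 and 0 adjusted over the list alone). The median was 0.63 over the list (adjusted p = 1.9e-07 from camera, 0.12 with an estimated correlation). The medians were 0.49 for macrophage markers (adjusted p = 0.0057 from camera, 0.65 with an estimated correlation), 0.48 for fibroblast markers (adjusted p = 0.012 from camera, 0.65 with an estimated correlation) and −0.26 for skeletal muscle markers (adjusted p = 5.8e-04 from camera, 0.34 with an estimated correlation), where the first 2 missed the threshold without S-EtOH 8 h duplicate 1 (adjusted p = 0.083 and 0.43) or S-MP 8 h duplicate 2 (adjusted p = 0.36 and 0.18). Of 18 macrophage and activated microglia markers 6 were lower and 0 higher (12 and 0 adjusted over the list alone) with MP. The median was −0.65 over the list (adjusted p = 2.6e-08 from camera, 0.12 with an estimated correlation), with Lyz2 at −1.95 and Tyrobp at −1.63, whose difference at 0 h was 0.46. After injury 14 were higher and 0 lower (14 and 0 adjusted over the list alone). The median was 0.89 over the list (adjusted p = 9.8e-09 from camera, 0.078 with an estimated correlation). Markers of homeostatic microglia numbered 10, of which 1 was lower and 0 higher (2 and 0 adjusted over the list alone) with MP. The median was −0.39 over the list (adjusted p = 0.0064 from camera, 0.28 with an estimated correlation), with Selplg at −0.99 and Cx3cr1 at −0.94 (adjusted p = 0.059). After injury 5 were higher and 0 lower (5 and 0 adjusted over the list alone). The median was 0.52 over the list (adjusted p = 0.0012 from camera, 0.14 with an estimated correlation). Of 17 interferon response genes 8 were lower and 0 higher (12 and 0 adjusted over the list alone) with MP. The median was −0.93 over the list (adjusted p = 1.1e-09 from camera, 0.13 with an estimated correlation), with Ifit3 at −2.00, Isg15 at −1.99 and Irf7 at −1.66, the last of which had a difference at 0 h of 0.69. The same list after injury had 8 higher and 1 lower (8 and 1 adjusted over the list alone). The median was 0.74 over the list (adjusted p = 1.1e-05 from camera, 0.20 with an estimated correlation). Over the single 8 h arrays the median of these genes was 1.73 and 0.53 in SCI-EtOH and 0.017 and 0.22 in SCI-MP. Without SCI-EtOH 8 h duplicate 1 the call held, with a list median of −0.38 (adjusted p = 0.021) with MP and of 0.30 (adjusted p = 0.048) after injury, and that of the macrophage markers with MP was −0.38 (adjusted p = 7.4e-04). Astrocyte markers had a median of 0.26 with MP (adjusted p = 0.022 from camera, 0.37 with an estimated correlation) and skeletal muscle markers one of 0.18 (adjusted p = 0.021 from camera, 0.36 with an estimated correlation), with 0 members past the threshold in limma (0 and 0 higher adjusted over the list alone, and 1 and 2 at an unadjusted p under 0.05). Both calls were lost in turn (adjusted p = 0.28 without SCI-EtOH 8 h duplicate 2 and 0.19 without SCI-MP 8 h duplicate 1 for astrocytes, and adjusted p = 0.15 without SCI-EtOH 8 h duplicate 1 and 0.26 without SCI-MP 8 h duplicate 2 for muscle), and that of muscle also with the 0 h difference added (adjusted p = 0.66). Cytokines in CPMP at 8 h numbered 4 of 30 (adjusted p = 0.27, and adjusted p = 1.1e-05 to 0.023 without each in turn of 5 arrays, by time and duplicate S-EtOH 8 h 1 and 8 h 2, S-MP 8 h 2, SCI-MP 8 h 1 and 8 h 2). Calls were lost without SCI-EtOH 8 h duplicate 2 for the microglia markers after injury (adjusted p = 0.059) and with MP (adjusted p = 0.27), and without 1 of 3 arrays (SCI-EtOH 8 h duplicate 1 and both SCI-MP 8 h duplicates) for Slc5a7, Nefh, Nefl, Scn1a, Chodl and Syt2 (adjusted p up to 0.26). With quantile normalization the fall of cytokines with MP (adjusted p = 0.17) and the rise of interferon genes after injury (adjusted p = 0.19) missed the threshold, as did Slc5a7, Nefl, Scn1a, Chodl, Syt2, Clec4d, Nos2 and Trem1.

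**Figure D2:**
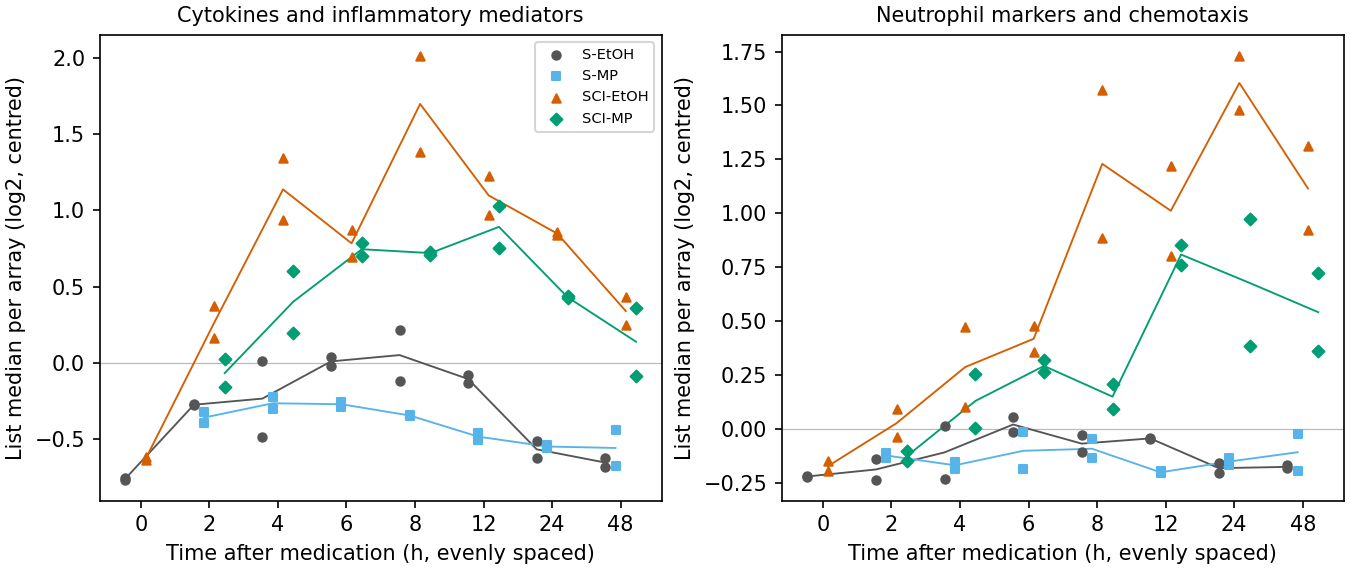
Median over the members of a gene list per array (vertical axis, log2, centred) against the time after medication in h (horizontal axis, time points evenly spaced), for cytokines and inflammatory mediators on the left and neutrophil markers on the right, with 1 point per array, 4 groups, and lines through the means of the 2 duplicates. At 8 h the neutrophil median is 0.89 and 1.57 in the SCI-EtOH arrays and 0.094 and 0.21 in the SCI-MP arrays, and the cytokine median 1.38 and 2.01 and 0.71 and 0.73.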

At 8 h, CPMP was associated with multiple aspects: immune processes, wound healing processes, chemotaxis (cell migration), transcription factor activities, angiogenesis, apoptosis (programmed cell death), integrin-mediated signaling pathways, cortical actin cytoskeletal organization, cell adhesion, and hormone secretion (secretion by cells) in the components of the extracellular space and cell surface. Responsive functions of CPMP at 12 h were only ‘de novo’ posttranslational protein folding in the component of the endoplasmic reticulum (see details in Table 5, CPMP part).

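Chaperone genes, which had fallen after injury at 12 h, were higher in SCI-MP than in SCI-EtOH. Of 23 cytosolic and mitochondrial chaperones 15 were higher and 1 lower (16 and 1 adjusted over the list alone) with MP. The median was 0.56 over the list (adjusted p = 2.1e-10 from camera, 0.64 with an estimated correlation). Stip1, a co-chaperone that links Hsp70 and Hsp90, rose by 0.92. Hspa9, the mitochondrial Hsp70, rose by 1.21, Dnaja1 by 1.19 and Hspd1, the mitochondrial Hsp60, by 0.99. The differences of these 3 genes at 0 h were −0.65, −0.78 and −0.54, where the list had a median of −0.069. After injury, of the chaperones, 15 were lower and 1 higher (16 and 1 adjusted over the list alone). The median was −0.56 over the list (adjusted p = 1.8e-05 from camera, 0.28 with an estimated correlation), with Stip1 at −1.41 and Chordc1 at −1.05, while Dnajb1 rose (1.21). In CPMP at 12 h were 12 of 23 chaperones, against 1.48 by chance (adjusted p = 1.4e-07 from Fisher's exact test). The class also held 1 of 20 genes of protein folding in the endoplasmic reticulum (adjusted p = 1.0) and 2 of 8 genes of the signal recognition particle (adjusted p = 1.0), which brings nascent proteins to this reticulum. Of 20 genes of folding in the endoplasmic reticulum 5 were higher and 0 lower (7 and 0 adjusted over the list alone) with MP. The median was 0.28 over the list (adjusted p = 2.1e-04 from camera, 0.94 with an estimated correlation), with Hsp90b1 at 0.85, Dnajb9 at 0.80 and Creld2 at 0.77. After injury 3 were lower and 1 higher (3 and 1 adjusted over the list alone). The median was −0.17 over the list (adjusted p = 0.28 from camera), with Canx at −0.76, whose difference at 0 h was −0.46, and Ddit3 at 0.59. Of the 8 genes of the signal recognition particle, 2 were higher and 0 lower (2 and 0 adjusted over the list alone) with MP. The median was 0.20 over the list (adjusted p = 0.034 from camera, 0.64 with an estimated correlation), with Srp54a at 0.95 and Srp72 at 0.82. After injury 3 were lower and 0 higher (3 and 0 adjusted over the list alone). The median was −0.18 over the list (adjusted p = 0.12 from camera). As for cell markers with MP at 12 h, 6 of 14 oligodendrocyte and myelin genes were lower and 0 higher. Their median was −0.41 (adjusted p = 0.016 from camera, 0.94 with an estimated correlation), a call lost without single arrays. Among all genes, the largest rises with MP at 12 h were in Dio2, which activates thyroid hormone, with a log2 fold change of 2.29 (standard error 0.24, adjusted p = 1.9e-07), Serpina3n (1.92), Pi15, Csrp3, Rgs1, Tmprss11b, Lcn2, Hectd2, Cxcl10 and Cd55 (1.85 to 1.56). The largest falls were in Ccl4, with a log2 fold change of −1.61 (standard error 0.30, adjusted p = 4.8e-04), Pbld1, Metrn, Mmp15, Nos2, Pcsk1n, G0s2, Eln, Slc16a3 and Cplx1 (−1.53 to −1.26), of which Metrn had a difference at 0 h of 0.60. Without 1 of the 4 injured 12 h arrays, 12 of these 20 genes missed the threshold (Serpina3n, Pi15, Tmprss11b, Lcn2, Cxcl10, Cd55, Ccl4, Pbld1, Nos2, Eln, Slc16a3 and Cplx1, adjusted p up to 0.35), and so did the signal recognition particle (adjusted p = 0.078 without SCI-EtOH 12 h duplicate 1 and 0.066 without SCI-EtOH 12 h duplicate 2). With the methods' test 2 chaperones were in CPMP (adjusted p = 1.0), with quantile normalization 13 of the 20 genes missed the threshold, and with the 0 h difference added to B, an alternative chosen after the data were seen, 15 of them and the signal recognition particle did (adjusted p = 0.076 for the list), at 58.1% to 113% of the log2 fold changes above for the genes.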

**ICMP vs. ROG.** Most of the ICMP-responsive functions through time phases were mainly correlated with ion transport, neurotransmitter transport/secretion (secretion by cells), neuron differentiation, transmission of nerve impulses, and metabolic processes except at 8 h. 

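Genes of synapses, ion channels and neuronal structure fell after injury at 12 h and at 24~48 h in SCI-EtOH. At 24~48 h 23 of the 24 genes of synaptic vesicle release were lower in SCI-EtOH than in S-EtOH (23 adjusted over the list alone). The median was −1.88 over the list (adjusted p = 2.0e-18 from camera, 0.057 with an estimated correlation), with Syt2 at −3.38, Cplx1, which clamps vesicle fusion, at −3.11, Rab3a at −2.65 and Snap25 at −2.61. All 19 potassium, sodium and calcium channels were lower (19 adjusted over the list alone). The median was −1.86 over the list (adjusted p = 5.9e-17 from camera, 0.057 with an estimated correlation), with the sodium channel Scn1a at −3.40 and the potassium channel Kcna2 at −2.95. All 14 neuron structural markers were lower (14 adjusted over the list alone). The median was −2.22 over the list (adjusted p = 7.2e-13 from camera, 0.063 with an estimated correlation), with Nefm at −4.23 and Slc6a5, the glycine transporter of inhibitory neurons, at −2.81. Of these lists, 22 of 24 synaptic, 18 of 19 channel and 14 of 14 neuron genes were in ICMP at 24~48 h (adjusted p = 4.3e-10, 6.2e-09 and 7.1e-08 from Fisher's exact test). Of the synaptic genes at 12 h, 19 were lower and 0 higher (19 and 0 adjusted over the list alone). The median was −1.38 over the list (adjusted p = 3.2e-13 from camera, 0.13 with an estimated correlation), with the glutamate transporter Slc17a6 at −2.42. Of the channels at 12 h 15 were lower and 0 higher (16 and 0 adjusted over the list alone). The median was −1.27 over the list (adjusted p = 3.3e-11 from camera, 0.14 with an estimated correlation). Of the neuron markers 14 were lower and 0 higher (14 and 0 adjusted over the list alone). The median was −1.52 over the list (adjusted p = 8.4e-12 from camera, 0.10 with an estimated correlation). Of 19 glutamate, GABA and glycine receptors 16 were lower and 0 higher (16 and 0 adjusted over the list alone). The median was −1.21 over the list (adjusted p = 1.2e-10 from camera, 0.14 with an estimated correlation), with the glycine receptor subunits Glra1 at −2.31 and Glrb at −2.07. In ICMP at 12 h were 13 of 24 synaptic genes (adjusted p = 4.4e-06), 16 of 19 receptors (adjusted p = 4.2e-11) and 13 of 14 neuron markers (adjusted p = 2.3e-10). With MP in injured rats at 12 h, of the synaptic genes 9 were lower and 0 higher (10 and 0 adjusted over the list alone). The median was −0.42 over the list (adjusted p = 0.011 from camera, 0.94 with an estimated correlation), with Dnm1 at −0.95 and Vamp2 at −0.73, whose difference at 0 h was −0.39. For the receptors at 12 h 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, and 0 and 4 at an unadjusted p under 0.05). The median was −0.33 over the list (adjusted p = 0.13 from camera). Of the channels at 12 h 6 were lower and 0 higher (6 and 0 adjusted over the list alone) with MP. The median was −0.28 over the list (adjusted p = 0.017 from camera, 0.94 with an estimated correlation), with Hcn2 at −1.04 and Kcnc1 at −0.90. Kcnc1 lost its call in turn (adjusted p = 0.060 without SCI-EtOH 12 h duplicate 2 and 0.079 without SCI-MP 12 h duplicate 1) and with quantile normalization (adjusted p = 0.21). The call of the channels was lost with quantile normalization (adjusted p = 0.13) and in turn (adjusted p = 0.19 without SCI-EtOH 12 h duplicate 1). Of the neuron markers at 12 h 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, and 0 and 3 at an unadjusted p under 0.05) with MP. The median was −0.33 over the list (adjusted p = 0.35 from camera), while with the 0 h difference added to B, an alternative chosen after the data were seen, their median was −0.50 (adjusted p = 0.0077). Of 14 oligodendrocyte and myelin genes at 12 h 6 were lower and 0 higher (6 and 0 adjusted over the list alone) with MP. The median was −0.41 over the list (adjusted p = 0.016 from camera, 0.94 with an estimated correlation). Of 65 genes of the cytosolic ribosome 9 were higher and 0 lower (8 and 0 adjusted over the list alone). The median was 0.20 over the list (adjusted p = 2.1e-04 from camera, 0.94 with an estimated correlation). Both calls were lost in turn (adjusted p = 0.25 without SCI-EtOH 12 h duplicate 1 and 0.21 without SCI-MP 12 h duplicate 2 for the oligodendrocyte genes, and adjusted p = 0.19 without SCI-EtOH 12 h duplicate 1 for the ribosome). With MP at 24~48 h, of the synaptic genes 1 was lower and 0 higher (1 and 0 adjusted over the list alone). The median was 0.039 over the list (adjusted p = 0.29 from camera). Of the neuron markers 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, and 1 and 1 at an unadjusted p under 0.05). The median was 0.072 over the list (adjusted p = 0.19 from camera). Of the channels 1 was higher and 0 lower (1 and 0 adjusted over the list alone), and this was Kcnj9 (0.40), with a list median of −0.077, a mean of 0.015 and a test that points upward (adjusted p = 0.43 from camera). Genes of metabolism in ICMP at 24~48 h were 59 of 65 of the ribosome (adjusted p = 3.9e-26), which rose, and 10 of 10 of fatty acid synthesis (adjusted p = 1.2e-05), which fell. Of the latter 10 were lower and 0 higher (10 and 0 adjusted over the list alone) after injury. The median was −0.82 over the list (adjusted p = 4.5e-06 from camera, 0.090 with an estimated correlation), with the desaturase Fads2 at −1.33 and Elovl6 at −1.17. Without 1 array, the test with MP changed for synaptic genes at 12 h (adjusted p = 0.10 without SCI-EtOH 12 h duplicate 1) and at 24~48 h (adjusted p = 0.010 without SCI-EtOH 24 h duplicate 2, 8.0e-07 without SCI-MP 24 h duplicate 1 and 0.032 without SCI-MP 24 h duplicate 2, the last downward), for receptors at 12 h (adjusted p = 0.034 without SCI-EtOH 12 h duplicate 2), for channels at 24~48 h (adjusted p = 4.9e-05 without SCI-MP 24 h duplicate 1, at a median of 0.19) and for neuron markers at 24~48 h (adjusted p = 0.010 without SCI-EtOH 24 h duplicate 2, 6.9e-06 without SCI-MP 24 h duplicate 1 and 0.031 without SCI-MP 48 h duplicate 1). With the methods' test the fatty acid genes in ICMP missed the threshold (adjusted p = 0.30), and with the 0 h difference added to B, an alternative chosen after the data were seen, the synaptic genes fell with MP at 24~48 h (median −0.16, adjusted p = 0.027).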

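Of 18 genes of the response to reactive oxygen species 6 were higher and 1 lower (6 and 1 adjusted over the list alone) in SCI-EtOH than in S-EtOH at 8 h. The largest rises were in Hmox1, which breaks down haem, with a log2 fold change of 2.43 (standard error 0.37, adjusted p = 9.0e-06), in Nqo1, a quinone reductase (0.87), in Nfe2l2, the transcription factor of the antioxidant response (0.63), and in Txn1 (0.98), whose difference at 0 h was 0.44, and over the list the median log2 fold change was 0.26 (adjusted p = 0.020 from camera, 0.29 with an estimated correlation). With MP 1 was lower and 0 higher (1 and 0 adjusted over the list alone). The median was −0.080 over the list (adjusted p = 0.30 from camera). Only the glutathione peroxidase Gpx1 passed the threshold (−0.59), and Hmox1 was at −0.80 (adjusted p = 0.22). Of 13 genes of base excision repair and DNA ligation, 1 was higher and 0 lower (1 and 0 adjusted over the list alone) after injury. The median was 0.049 over the list (adjusted p = 0.67 from camera). It was the DNA ligase Lig3 that rose (0.56), and its difference at 0 h was 0.47. With MP 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, and 0 and 0 at an unadjusted p under 0.05). The median was −0.055 over the list (adjusted p = 0.91 from camera). Polb, a DNA polymerase of repair, was at 0.27 (adjusted p = 0.38). Of 15 genes of DNA replication, 1 was higher and 1 lower (1 and 1 adjusted over the list alone) after injury. The median was 0.036 over the list (adjusted p = 0.78 from camera). Those past the threshold are Pcna, the sliding clamp of DNA polymerase, at 1.30 and the primase Prim1 at −1.18. With MP Prim1 rose (0.94), 1 was higher and 0 lower (1 and 0 adjusted over the list alone) in all, and the list had a median of −0.042, a mean of 0.0054 and a test that points upward (adjusted p = 0.77 from camera). In ICMP at 8 h were 3 of 18 genes of the response to reactive oxygen species (adjusted p = 0.34 from Fisher's exact test), 0 of 13 of base excision repair (adjusted p = 1.0) and 1 of 15 of DNA replication (adjusted p = 1.0). Of the synaptic vesicle genes 7 of 24 were, against 1.48 by chance (adjusted p = 0.0097). The rise of the response to reactive oxygen species after injury was lost in turn (adjusted p = 0.14 without S-EtOH 8 h duplicate 1 and 0.12 without SCI-EtOH 8 h duplicate 1), as was the call of the synaptic genes in ICMP (adjusted p = 0.058 to 0.87 without each in turn of 6 arrays, by time and duplicate S-EtOH 8 h 1 and 8 h 2, SCI-MP 8 h 1, 8 h 2, 24 h 1 and 24 h 2). With quantile normalization that rise had an adjusted p = 0.053.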

We observed that what occurred at 8 h was associated with responses to reactive oxygen species (ROS), DNA ligation during DNA repair, transcription from RNA polymerase II promoters, DNA replication, cell proliferation, and aging (see details in Table 5, ICMP part).

### 3.2. Interactive Time Phase Visualization

The above functional BPs of SEMP, CPMP, and ICMP were visualized in different colors in a time-phase fashion, as shown in Figure 4. Functions of SEMP and ICMP were dominant at the early time of 2~6 h; however, some functions had been restrained by CPMP at 8 and 12 h. This might have been due to the prime efficacy of MP at 8~12 h, while SEMP and ICMP were again dominant at 24~48 h. Furthermore, one can clearly see how SEMP, CPMP, and ICMP interacted in a time course when MP was administrated for an acute SCI. When MP exerted its greatest efficacy at 8 and 12 h, CPMP demonstrated its protective effect, whereas SEMP and ICMP were inhibited during that period of time. 

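At 12 h, chaperones rose with MP in injured rats by more than at the other 6 time points. Of 23 chaperones 9 were higher and 0 lower (18 and 1 adjusted over the list alone) in this difference of log2 fold changes. The median was 0.58 over the list (adjusted p = 1.0e-09 from camera, 0.38 with an estimated correlation). Subunits of the chaperonin that folds actin and tubulin lead it, with Cct8 at 0.87, Cct6a at 0.87, Cct4 at 0.79 and Tcp1 at 0.70. Neutrophil genes fell by more with MP at 8 h in injured rats than in sham rats. Of these genes 11 were lower and 0 higher (12 and 1 adjusted over the list alone) in this difference. The median was −1.03 over the list (adjusted p = 1.3e-08 from camera, 0.11 with an estimated correlation), with S100a9 at −2.88, Mmp8 at −2.72 and Il1r2, a decoy receptor of interleukin-1, at −2.44. For the cytokines the difference between injured and sham rats at 8 h had 2 higher and 4 lower (2 and 6 adjusted over the list alone). The median was −0.22 over the list (adjusted p = 0.26 from camera). With quantile normalization its median turned upward (0.64, adjusted p = 2.9e-05), and without 1 array it passed downward (adjusted p = 0.015 without S-EtOH 8 h duplicate 2). Cell markers differed in this contrast too. Macrophage markers had 6 of 18 lower, at a median of −1.18 (adjusted p = 2.6e-09 from camera, 0.12 with an estimated correlation), and homeostatic microglia markers 7 of 10, at −1.15 (adjusted p = 1.5e-08 from camera, 0.074 with an estimated correlation). Endothelial markers had 6 of 12 lower, at a median of −0.83 (adjusted p = 1.8e-05 from camera, 0.15 with an estimated correlation), and fibroblast markers 1 of 10, at −1.16 (adjusted p = 4.4e-04 from camera, 0.43 with an estimated correlation). The medians of skeletal muscle and neuron structural markers were 0.45 (adjusted p = 2.3e-05 from camera, 0.18 with an estimated correlation) and 0.56 (adjusted p = 1.0e-04 from camera, 0.53 with an estimated correlation), the latter lost with quantile normalization (adjusted p = 0.14). The change with MP differed between 12 h and the mean of the other times in 760 probe sets. Between injured and sham rats, over the mean of 7 times, it differed in 7829. These are contrasts of the same limma fit, adjusted over all probe sets kept. From the functions of the 3 classes over time, the paper proposes that MP works best at 8~12 h, and reasons that CPMP then holds down SEMP and ICMP, which are dominant before and after. The 12 h count was 2183 without SCI-EtOH 6 h duplicate 1, 1227 without SCI-EtOH 8 h duplicate 2, 2455 without SCI-EtOH 12 h duplicate 1, 101 without SCI-EtOH 12 h duplicate 2, 363 without SCI-MP 12 h duplicate 1, 30 without SCI-MP 12 h duplicate 2 and 1245 without SCI-MP 24 h duplicate 1. It was 1 after quantile normalization, 50 with array weights and 2 over injured rats alone, with quantile normalization the neutrophil difference missed the threshold (adjusted p = 0.085), and with the 0 h difference added to B, which like the fit of injured rats alone was chosen after the data were seen, the count of injured against sham rats over 7 times was 1. Adding that difference also adds the error of the 4 arrays of 0 h. The 19 genes named for B over 7 times that lost their call with it kept a median of 66.4% of their log2 fold changes. The lost calls alone therefore do not show that the difference between injured and sham rats went away.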

Before and after the periods that MP efficacy had not begun or had decreased, respectively, the functions associated with side effects (SEMP) and what MP could not treat (ICMP) came into play.

## 4. Discussion

We know that MP treatment lowers inflammation but induces side effects that have been clinically proven. The focus of our research was to identify and specify the molecular effects of MP treatment on SCIs and provide potential candidates to (1) determine how and when MP treatment is beneficial; (2) help select patients who might benefit from MP and avoid those who might develop complications using MP; and (3) provide directions for further alternate therapeutic targeting in the near future and clinically approved dietary supplementation when MP is used for SCIs. To accomplish our objectives, we investigated the functions of MP-responsive genes and identified three distinct classes of genes: CPMP, SEMP, and ICMP, which would provide clues for these goals.

### 4.1. The Beneficial Molecular Mechanism of MP Usage: MP Protects Nerves by Reducing Inflammation

NASCIS I, II, and III supported the use of MP and demonstrated motor function improvement [3,22]. The glucocorticoid, MP, mainly suppresses this inflammatory event, since inflammatory cells release neurotoxins, such as proinflammatory cytokines and chemokines, free radicals, excitotoxic amino acids, and nitric oxide, all of which can create axonal and neuronal deficits. Therefore, lowering inflammation is equivalent to protecting neuronal cells from mass attack by neurotoxins at the same time. Microglia, neuroglia located in the brain and spinal cord, are such types of macrophage cells, which act as the main form of active immune defense in the central nervous system (CNS). Activated microglia induce reactive astrocytes, which cause loss of the ability to promote neuronal survival, outgrowth, synaptogenesis, and phagocytosis, and induce the death of neurons and oligodendrocytes [23]. Therefore, MP use in the first place prevents activation of microglia and is also neuroprotective.

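Lists of genes of coagulation, integrin-mediated adhesion, apoptosis and blood vessels rose after injury at 8 h, and some genes of each list were lower with MP. Of 21 genes of coagulation and fibrinolysis 8 were lower and 0 higher (11 and 0 adjusted over the list alone) in SCI-MP than in SCI-EtOH. The median was −0.65 over the list (adjusted p = 1.9e-06 from camera, 0.10 with an estimated correlation), with Thbd, an anticoagulant receptor, at −1.45 and factor V (F5) at −1.25. Injury had moved the list by a median of 1.39 (adjusted p = 2.1e-09 from camera, and 0.027 with an estimated correlation, which kept the call), where 13 were higher and 0 lower (14 and 0 adjusted over the list alone). Platelet factor Pf4 (−1.53 with MP) and the urokinase receptor Plaur (−1.53) also fell, and their differences at 0 h were 1.35 and −0.77. Of 21 genes of integrin-mediated adhesion 5 were lower and 0 higher (8 and 0 adjusted over the list alone) with MP. The median was −0.40 over the list (adjusted p = 2.6e-05 from camera, 0.14 with an estimated correlation), with the kinase Fgr at −1.64 and the integrins Itga4 at −1.08 and Itgal at −0.86. After injury 13 were higher and 0 lower (14 and 0 adjusted over the list alone). The median was 0.77 over the list (adjusted p = 2.2e-07 from camera, 0.063 with an estimated correlation), with Itga5 at 1.84. Of 20 genes of apoptosis 6 were lower and 0 higher (9 and 0 adjusted over the list alone) with MP. The median was −0.28 over the list (adjusted p = 1.9e-05 from camera, and 0.018 with an estimated correlation, which kept the call). Without SCI-EtOH 8 h duplicate 1 the falls with MP of apoptosis and of integrin genes kept their call at −0.17 (adjusted p = 0.0099) and −0.21 (adjusted p = 0.017), as did that of endothelial markers without SCI-EtOH 8 h duplicate 2 at −0.32 (adjusted p = 0.037). Those that fell include Bcl2a1 (−1.94) and Birc3 (−1.15), which oppose cell death, Casp8, which starts it (−0.81), and the cytokine receptor Tnfrsf12a (−0.75). After injury, of the apoptosis genes, 9 were higher and 0 lower (9 and 0 adjusted over the list alone). The median was 0.44 over the list (adjusted p = 1.5e-05 from camera, and 0.017 with an estimated correlation, which kept the call). Of 17 genes of angiogenesis 2 were lower and 0 higher (5 and 2 adjusted over the list alone) with MP. The median was −0.40 over the list (adjusted p = 0.033 from camera, 0.26 with an estimated correlation). Those that fell are the endothelial nitric oxide synthase Nos3 (−0.73) and Tie1 (−0.58), while Vegfa was at −0.54 (adjusted p = 0.074). After injury 8 were higher and 0 lower (11 and 1 adjusted over the list alone). The median was 0.46 over the list (adjusted p = 9.7e-04 from camera, 0.068 with an estimated correlation), with Esm1 at 2.02 and Vegfa at 1.17. Endothelial and pericyte markers moved with these lists. Of the 12 measured, 5 were lower and 0 higher (7 and 0 adjusted over the list alone) with MP. The median was −0.49 over the list (adjusted p = 4.6e-06 from camera, 0.10 with an estimated correlation), with the tight junction gene Cldn5 at −1.13 and Anpep at −1.19. After injury 6 were higher and 0 lower (8 and 0 adjusted over the list alone). The median was 0.60 over the list (adjusted p = 5.2e-04 from camera, 0.13 with an estimated correlation). Markers of blood cells and of fibroblasts passed in camera too. Of 5 erythrocyte and platelet markers 1 was lower and 0 higher (2 and 0 adjusted over the list alone) with MP. The median was −0.93 over the list (adjusted p = 0.022 from camera, 0.28 with an estimated correlation), with Ahsp, which stabilizes alpha-globin, at −1.29. After injury 4 were higher and 0 lower (4 and 0 adjusted over the list alone). The median was 1.95 over the list (adjusted p = 3.8e-04 from camera, 0.082 with an estimated correlation), with Alas2 at 3.54. Of 10 fibroblast and meningeal markers 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, and 0 and 2 at an unadjusted p under 0.05) with MP. The median was −0.54 over the list (adjusted p = 0.021 from camera, 0.38 with an estimated correlation). After injury 2 were higher and 0 lower (2 and 0 adjusted over the list alone). The median was 0.59 over the list (adjusted p = 0.020 from camera, 0.35 with an estimated correlation), with the proteoglycan Dcn at 1.57 and Ptgds at 0.84. The falls of these 2 lists with MP were lost in turn (adjusted p = 0.15 without SCI-EtOH 8 h duplicate 2 for the erythrocyte and platelet markers, and adjusted p = 0.099 without SCI-EtOH 8 h duplicate 1 and 0.077 without SCI-MP 8 h duplicate 1 for the fibroblast markers), as was the rise of the fibroblast markers after injury (adjusted p = 0.28 without S-EtOH 8 h duplicate 1 and 0.064 without SCI-EtOH 8 h duplicate 1). For the erythrocyte and platelet markers with MP, quantile normalization gave a median of −0.30 (adjusted p = 0.35) and the 0 h difference added to B, an alternative chosen after the data were seen, one of 0.45 (adjusted p = 0.43), while after injury, with that difference taken off, it was 0.49 (adjusted p = 0.17). Without the probe sets that differ at 0 h, chosen likewise, this list missed the threshold with MP (adjusted p = 0.42) and after injury (adjusted p = 0.13). In CPMP at 8 h were 7 of 21 integrin genes (adjusted p = 6.7e-04 from Fisher's exact test), 4 of 12 endothelial markers (adjusted p = 0.018) and 5 of 21 coagulation genes (adjusted p = 0.024). Without 1 array, calls were lost for angiogenesis after injury (adjusted p = 0.054 without SCI-EtOH 8 h duplicate 1) and with MP (adjusted p = 0.79 without SCI-EtOH 8 h duplicate 1 and 0.053 without SCI-MP 8 h duplicate 2), for endothelial markers after injury (adjusted p = 0.087 without SCI-EtOH 8 h duplicate 2), and in CPMP for integrins (adjusted p = 0.76 without SCI-EtOH 8 h duplicate 1), endothelial markers (adjusted p = 0.065 without S-EtOH 8 h duplicate 2, 0.13 without SCI-EtOH 8 h duplicate 1, 0.41 without SCI-EtOH 8 h duplicate 2 and 0.25 without SCI-MP 8 h duplicate 1) and coagulation (adjusted p = 0.11 to 0.65 without each in turn of 16 arrays, by time and duplicate S-EtOH 4 h 1, 4 h 2 and 8 h 2, S-MP 2 h 1, 2 h 2, 4 h 1, 4 h 2, 24 h 1 and 24 h 2, SCI-EtOH 2 h 1, 2 h 2 and 8 h 2, SCI-MP 2 h 1, 2 h 2, 48 h 1 and 48 h 2). With quantile normalization the falls with MP of coagulation (adjusted p = 0.057), apoptosis (adjusted p = 0.11) and angiogenesis (adjusted p = 0.50) missed the threshold, as the class calls did with the methods' test (adjusted p = 1.0 for integrins).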

In our study we demonstrated that the significant functions from good responsive genes to MP administration at 8 h were inflammatory responses, blood coagulation (wound healing), leukocyte/neutrophil chemotaxis, cytokine production, negative regulation of DNA binding, angiogenesis, cortical actin cytoskeletal organization, cell adhesion, regulation of hormone secretion, etc., which correspond with most observations of secondary damage due to SCIs [24].

Another point worth mentioning is that in our study we showed evidence that the beneficial temporal change occurred in 8 h (and some in 12 h) when MP was administered on the SCI. That means that 8 h is critical for acute injury as inflammatory events take action and cause unmendable neuronal deficits and destruction. This phenomenon was also observed in clinical trials. 

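At 8 h, genes of neutrophils fell and genes of neuronal structure rose with MP in injured rats by more than at the other 6 time points. This rests on 2 SCI-MP 8 h rats, in which MP acting on inflammation was not told apart from a milder injury. The share of the injury response left in them had a median of 0.310 over 7 immune lists and of 0.454 over 4 neuron lists. Of 19 neutrophil genes 8 were lower and 0 higher (12 and 0 adjusted over the list alone) in the difference of the log2 fold change with MP at 8 h and its mean at the other times. The median was −0.88 over the list (adjusted p = 2.8e-17 from camera, and 0.0057 with an estimated correlation, which kept the call), with S100a9 at −2.60, Mmp8 at −2.19 and Trem1, a receptor that amplifies inflammation in neutrophils, at −2.16. Of 30 cytokines and mediators 6 were lower and 0 higher (6 and 0 adjusted over the list alone). The median was −0.44 over the list (adjusted p = 9.0e-09 from camera, 0.092 with an estimated correlation), with Nos2 at −1.94, Il1b at −1.77 and Osm at −1.46, whereas with quantile normalization the median of this list turned upward (at 0.053, adjusted p = 0.86). Of 14 neuron structural markers 7 were higher and 0 lower (13 and 0 adjusted over the list alone). The median was 1.05 over the list (adjusted p = 2.7e-11 from camera, 0.11 with an estimated correlation), with the neurofilament genes Nefm at 2.11, Nefh at 1.85 and Nefl at 1.59. Over all probe sets 631 differed between 8 h and the other times, 390 higher and 241 lower at 8 h. The share of higher ones, 61.8%, was 38.5% after quantile normalization and 47.5% with array medians set to 0, an alternative chosen after the data were seen, so the larger direction turned with both. The count was 987 without SCI-EtOH 6 h duplicate 1, 416 without SCI-EtOH 8 h duplicate 1, 70 without SCI-MP 8 h duplicate 1, 240 without SCI-MP 8 h duplicate 2 and 1175 without SCI-MP 24 h duplicate 2. Without SCI-EtOH 8 h duplicate 1 the neutrophil difference kept its call at a median of −0.59 (adjusted p = 1.3e-10) and the cytokine difference at −0.29 (adjusted p = 3.2e-04). It was 13 after quantile normalization, 148 with array weights and 37 over injured rats alone, a fit chosen after the data were seen.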

The investigators of NASCIS II concluded that neurological recovery was improved in patients who received MP within 8 h of injury and that the treatment was relatively safe, with similar mortality and morbidity between the treatment groups [2]. In NASCIS III, it was also shown that 24 h of MP initiated within 8 h was to be effective and safe. Altogether, it seems that if an appropriate dose of MP is used within 8 h of injury either in humans or animals, it protects neuronal cells from mass attack by neurotoxins, such as cytokines and chemokines, and promises a better outcome.

### 4.2. Mechanisms of the Side Effects Induced by MP Administration: Metabolic Problems Leading from Glycolysis and Oxidative Stress to the Warburg Effect

The so-called side effects of MP here by definition are biological events that remained the same after an SCI occurred but deteriorated after MP administration. This is a very likely cause of a certain population experiencing complications after MP treatment. 

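Genes of glycolysis fell with MP in injured rats at 2~6 h. Of 17 genes 12 were lower and 0 higher (14 and 0 adjusted over the list alone). The median was −0.31 over the list (adjusted p = 0.0018 from camera, 0.81 with an estimated correlation), with the enolase Eno2 at −0.53, the pyruvate kinase Pkm at −0.46 and Pgk1 at −0.44. Ldha, the lactate dehydrogenase subunit, fell with MP (−0.55), and its difference at 0 h was 0.64. After injury without MP 10 were lower and 3 higher (11 and 3 adjusted over the list alone), and over the list the median was −0.26 (adjusted p = 0.0052 from camera, 0.20 with an estimated correlation). Those that rose are the hexokinase Hk2 (1.52), Pfkfb3, an activator of glycolysis (0.89), and Ldha (0.81), while Eno2 fell (−0.81). Later, at 24~48 h, 8 were lower and 0 higher (10 and 0 adjusted over the list alone) with MP. The median was −0.31 over the list (adjusted p = 0.0030 from camera, 0.47 with an estimated correlation), with Gpi at −0.60, Tpi1 at −0.60 and Pfkl at −0.51. At 8 h 1 was higher and 1 lower (2 and 1 adjusted over the list alone) with MP. The median was 0.15 over the list (adjusted p = 0.32 from camera), and without 1 array it passed upward (adjusted p = 0.015 without SCI-EtOH 8 h duplicate 1). At 12 h 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, and 1 and 4 at an unadjusted p under 0.05). The median was −0.13 over the list (adjusted p = 0.83 from camera). Cell markers also moved with MP at 2~6 h. Of 10 skeletal muscle markers 5 were higher and 0 lower, at a median of 0.26 (adjusted p = 5.3e-06 from camera, 0.39 with an estimated correlation). Of 10 homeostatic microglia markers 1 was higher and 0 lower, at 0.11 (adjusted p = 0.016 from camera, 0.94 with an estimated correlation). In SEMP at 2~6 h were 3 of 17 glycolysis genes (adjusted p = 0.55 from Fisher's exact test, and adjusted p = 0.0097 without SCI-EtOH 6 h duplicate 1).

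**Figure D3:**
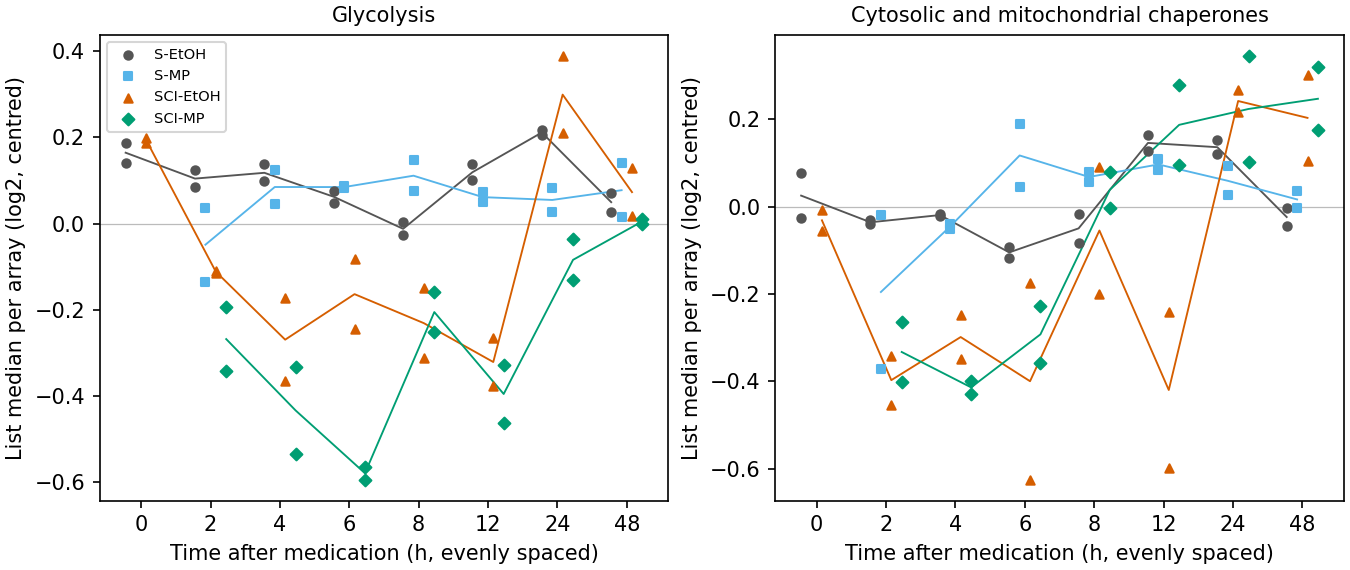
Median over the members of a gene list per array (vertical axis, log2, centred) against the time after medication in h (horizontal axis, time points evenly spaced), for glycolysis on the left and cytosolic and mitochondrial chaperones on the right, with 1 point per array, 4 groups, and lines through the means of the 2 duplicates. At 12 h the chaperone median is −0.60 and −0.24 in the SCI-EtOH arrays and 0.10 and 0.28 in the SCI-MP arrays, and at 6 h the glycolysis median −0.25 and −0.082 and −0.60 and −0.57.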

In this study, we clearly indicated that the side effect of MP in SCI patients involved glycolysis, pyruvate biosynthetic processes, heterocyclic metabolic processes, proton transport, and liver development early at 2~6 h after MP administration.

MP is a glucocorticoid with a wide range of effects, including changes to metabolism. The use of MP can induce both glucose and insulin levels in non-diabetic SCI patients [25,26], and the higher blood sugar levels are further taken up by cells and processed as glycolytic metabolism (glycolysis). However, with excessive glycolysis but a low oxygen supply (due to damage to the vasculature of the spinal cord), oxidative phosphorylation in mitochondria cannot completely proceed, resulting in cellular acidosis (lactate acid, uric acid, oxalate, citric acid, etc.), free radicals (such as hydroxyl, nitric dioxide, etc.), and less energy than it was supposed to produce.

The oxidative stress/oxidative damage further causes neuronal cell death, axonal demyelination and severing, microglial activation, and glial scar formation [27]. This vicious cycle of glycolysis and partial oxidative phosphorylation in mitochondria after MP administration in SCIs can lead to the “Warburg effect” and a series of metabolic malfunctions. The Warburg effect might lead to oncogenesis [28]. As indicated from our data analysis of SEMPs at 24~48 h, there were “positive regulation of mitotic cell cycle”, “positive regulation of mesenchymal cell proliferation”, and “regulation of positive chemotaxis (cell migration)”, which seemed to echo cancer hallmarks.

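At 24~48 h, cell cycle genes did not pass the threshold one by one with MP, and neutrophil genes fell. Of 20 genes of the mitotic cell cycle 0 were higher and 0 lower with MP in limma (0 and 0 adjusted over the list alone, and 2 and 1 at an unadjusted p under 0.05). The list had a median of 0.18 (adjusted p = 0.033 from camera, 0.85 with an estimated correlation and 0.71 from fry). Cdk1, the kinase that drives mitosis, was at 0.52 (adjusted p = 0.12) and Cdc6, which loads the replication helicase, at −0.53 (adjusted p = 0.077). After injury without MP 5 were higher and 0 lower (5 and 0 adjusted over the list alone). The median was 0.44 over the list (adjusted p = 0.029 from camera, 0.66 with an estimated correlation), with cyclin D1 (Ccnd1) at 1.35, Cdc6 at 1.28 and cyclin B1 (Ccnb1) at 0.86. In SEMP at 24~48 h were 4 of 20 of them, against 0.589 by chance (adjusted p = 0.053 from Fisher's exact test). Of 15 genes of DNA replication 11 were higher and 0 lower (12 and 0 adjusted over the list alone) after injury. The median was 0.76 over the list (adjusted p = 6.8e-04 from camera, 0.29 with an estimated correlation), with Mcm6 of the replication helicase at 1.52. Rrm2, which makes deoxynucleotides, was at 1.49 and Mcm5 at 1.33, both of which turned downward with quantile normalization (adjusted p = 0.96 and 0.66). With MP 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, and 0 and 2 at an unadjusted p under 0.05). The median was −0.089 over the list (adjusted p = 0.88 from camera). Of 19 genes of neutrophils and chemotaxis 10 were lower and 0 higher (11 and 0 adjusted over the list alone) with MP. The median was −0.58 over the list (adjusted p = 2.0e-06 from camera, 0.47 with an estimated correlation), with the gelatinase Mmp9 at −1.29, Cxcr2 at −1.27 and Csf3r, the receptor of G-CSF, at −1.15. Other cell markers moved with MP too. Of 18 macrophage markers 7 were lower and 1 higher, at a median of −0.38 (adjusted p = 0.0087 from camera, 0.82 with an estimated correlation), a call lost without single arrays. Of 10 skeletal muscle markers 2 were higher and 0 lower, at 0.14 (adjusted p = 0.0030 from camera, 0.47 with an estimated correlation). Without 1 array the cell cycle test changed after injury (adjusted p = 0.075 without S-EtOH 24 h duplicate 1, 0.063 without S-EtOH 48 h duplicate 1 and 0.78 without SCI-EtOH 48 h duplicate 1, the last at a median of −0.0048) and with MP (adjusted p = 0.11 without SCI-EtOH 48 h duplicate 2, 0.19 without SCI-MP 24 h duplicate 1 and 0.76 without SCI-MP 48 h duplicate 2, the first and last downward), that of DNA replication with MP passed (adjusted p = 0.046 without SCI-EtOH 48 h duplicate 2), and the members in SEMP passed (adjusted p = 6.7e-18 to 0.0496 without each in turn of 27 arrays, by time and duplicate S-EtOH 0 h 1, 0 h 2, 2 h 1, 2 h 2, 4 h 1, 4 h 2, 6 h 1, 6 h 2, 12 h 1, 12 h 2, 24 h 1, 24 h 2, 48 h 1 and 48 h 2, S-MP 24 h 1, 24 h 2, 48 h 1 and 48 h 2, SCI-EtOH 0 h 1, 0 h 2, 24 h 1, 24 h 2 and 48 h 1, SCI-MP 8 h 1, 8 h 2, 24 h 2 and 48 h 1). With quantile normalization the cell cycle (adjusted p = 0.48) and DNA replication (adjusted p = 0.30) missed the threshold after injury.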

Abnormal metabolism in the neurological system is especially serious. It depends on coordination and cooperation among neurons, astrocytes, and oligodendrocytes in the context of energy metabolism, such as glucose handling during neurodevelopment in the spinal cord and adult brain. Adenosine triphosphate (ATP) molecules are the major source of energy, as a part of glycolysis for neural progenitor cells, astrocytes, and oligodendrocytes, and their lactate products are used as resources for oxidative phosphorylation for neurons along with glucose at the same time (cell bodies and axons) [29].

### 4.3. Solution to the Side Effects of MP in SCIs

Glucose is not the only fuel source that can be used by the brain and neurological system. In fact, research has shown that ketone bodies are the preferred fuel source of the human brain, meaning that when both glucose and ketones are present, the brain will preferentially consume ketones [30].

To sum up the scenarios of the side effects and complications caused by MP, we suggest that a low-carbohydrate diet would be highly recommended when using MP treatment for non-diabetic SCI patients. Furthermore, a ketogenic diet can be considered to change the burning resources from glucose to fatty acids to reduce the Warburg effect. After all, in humans, oxidation of fats is quantitatively more important than the oxidation of glucose as a source of ATP. In this way, cellular acidosis and free radicals could be massively improved by reducing glucose intake and consequently reducing glycolytic metabolism [31].

As for patients with diabetes or hyperglycemia, clinicians should either avoid prescribing MP or use MP with special care alongside dietary restrictions, such as a ketogenic diet without carbohydrates.

### 4.4. Trauma Caused by an SCI and Inabilities to Treat it with MP

The inabilities of MP (ICMPs) to treat SCIs by definition are biological events that have been provoked (up- or downregulated) when an SCI occurs and remain the same after MP administration. Most such events are primary physical insults, dislocation or fracture of a vertebral body with subsequent spinal cord compression, and injury and ischemia of nearby glial cells and nerve cells in the spinal cord.

From our results, such ICMP events included the neurological system, neurotransmitter secretion, synaptic vesicle transport, endocytosis, exocytosis, negative protein transport, effects on ion transport, cytoskeletal organization, cell projection organization, and protein complex disassembly in the early stage of an acute SCI (at 2~6 h after MP administration), while homeostasis, cell developmental events, signal transduction, cellular component organization, etc., are involved at later stages (24~48 h after MP administration). These events occur simply because of the acute SCI and are also events that MP could not rescue or repair. Therefore, novel therapeutic strategies for lessening the SCI burden are highly needed.

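In the early phase of 2~6 h, genes of synapses, ion channels, transmitter receptors and neuronal structure fell after injury without MP. Of 24 genes of synaptic vesicle release 20 were lower and 0 higher (20 and 0 adjusted over the list alone). The median was −0.88 over the list (adjusted p = 2.1e-13 from camera, 0.085 with an estimated correlation), with Nsf, which recycles the fusion complex, at −1.21, the glutamate transporter Slc17a6 at −1.16 and Sv2b at −1.14. Of 19 channels 12 were lower and 0 higher (13 and 0 adjusted over the list alone). The median was −0.58 over the list (adjusted p = 6.5e-09 from camera, 0.14 with an estimated correlation), with Scn1a at −1.36 and Scn8a at −1.31. Of 19 glutamate, GABA and glycine receptors 14 were lower and 0 higher (14 and 0 adjusted over the list alone). The median was −0.61 over the list (adjusted p = 6.5e-09 from camera, 0.14 with an estimated correlation), with Glrb at −1.27 and Gabra3 at −1.10. Of 14 neuron structural markers 13 were lower and 0 higher (14 and 0 adjusted over the list alone). The median was −0.82 over the list (adjusted p = 3.7e-11 from camera, 0.085 with an estimated correlation), with Nefm at −1.56 and Nefl at −1.47. At 0 h the synaptic genes had a median of −0.19 and these markers one of −0.21. In ICMP at 2~6 h were 18 of 24 synaptic genes (adjusted p = 5.9e-11 from Fisher's exact test), 12 of 19 channels (adjusted p = 1.5e-06), 12 of 14 neuron markers (adjusted p = 1.2e-08) and 11 of 13 genes of the tricarboxylic acid cycle (adjusted p = 4.7e-08). With MP in injured rats, of the synaptic genes 7 were lower and 0 higher (8 and 0 adjusted over the list alone). The median was −0.19 over the list (adjusted p = 0.27 from camera), with Cplx1 at −0.60 and Syngr1 at −0.58. Vamp2 fell as well (−0.67), with a difference at 0 h of −0.39. Of the channels 8 were lower and 0 higher (9 and 0 adjusted over the list alone). The median was −0.32 over the list (adjusted p = 0.16 from camera), with Kcnc2 at −0.54 and Cacnb4 at −0.47. With the methods' test no class call at 2~6 h passed (adjusted p = 1.0 for synaptic genes), and without 1 array the falls with MP of synaptic genes (adjusted p = 0.041 without SCI-MP 2 h duplicate 1) and channels (adjusted p = 0.029 without SCI-MP 2 h duplicate 1, 0.019 without SCI-MP 4 h duplicate 2, 0.0496 without SCI-MP 24 h duplicate 1 and 0.0496 without SCI-MP 24 h duplicate 2) passed. They also passed with quantile normalization (adjusted p = 0.036 and 0.0074) and with the 0 h difference added to B, an alternative chosen after the data were seen (adjusted p = 2.4e-07 and 0.0015).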

In the brain and spinal cord, glial cells, including oligodendrocytes, astrocytes, and microglia, are believed to not only maintain the homeostasis of neural cells, providing ion transport and nutrients, but also have the ability to repair neural cells [32]. Particularly for oligodendrocytes, they support neurons and signal transmission in the CNS by enwrapping axons with myelin, a lipid-rich membrane structure. It was found that fatty-acid synthesis was essential to sustain adult oligodendrocyte progenitor cell-derived oligodendrocytes and efficient remyelination when focal demyelination due to spinal cord lesions occurred. Therefore, fatty acid synthesis in oligodendrocytes plays key roles in CNS myelination and remyelination [33]. Myelin is characterized by an exceptionally high lipid content (~80% of dry weight) [34]. Fatty acids are fundamental building blocks for both glycolipids and phospholipids, which comprise other large proportions of myelin membrane lipids [33].

### 4.5. Solution to the Inability Effect of MP for SCIs

Lutz and Durand [35] demonstrated that the fatty acid composition of nerve membranes (myelin and synaptosomes) was influenced by dietary oils, and dietary fatty acids can be positively involved in the control of CNS myelinogenesis [36]. Furthermore, it was indicated that omega-3 polyunsaturated fatty acids (n-3 PUFAs) might have a role in promoting remyelination after toxic injury to CNS oligodendrocytes. This might occur either via modulation of the immune system or via a direct effect on oligodendrocytes or neurons through eicosapentaenoic acid (EPA)-derived lipid metabolites [37]. The two main forms of n-3 PUFAs in the brain, docosahexaenoic acid (DHA) and EPA, inhibit oxidative stress and tumor necrosis factor (TNF)-α from primary microglia upon interferon (IFN)-γ and myelin stimulation [38]. Before a better therapeutic drug for nerve regeneration is officially developed, a suitable dietary supplement of good-quality fatty acids is highly recommended based on this empirically approved research.

## 5. Conclusions

Currently, there is no effective medication for SCIs. The only approved drug is MP, and it is suggested to be used for less than 8 h after injury to prevent further injury. However, due to the potential side effects of MP in some patients, MP is no longer recommended for routine use after an SCI. Our study is the first research that has comprehensively explored MP on SCIs at the molecular level to examine its benefits, side effects, and incapability. Therefore, this study clearly delineates the molecular genes and pathways in these three categories. Furthermore, we were able to answer why MP treatment is beneficial for 8 h after an SCI. These results will be helpful in selecting patients who might benefit from MP and those who might develop complications when using MP. With our comprehensive genome-wide data analysis approach, we have provided the basis of genes and pathways, which further provides a direction for alternate therapeutic targeting to improve the shortcomings of MP. In addition, since we have a clear idea about the mechanisms that cause adverse side effects and what MP is incapable of, clinically approved dietary supplements can be used to overcome these shortcomings for the time being.

## Figures and Tables

**Figure 1:**
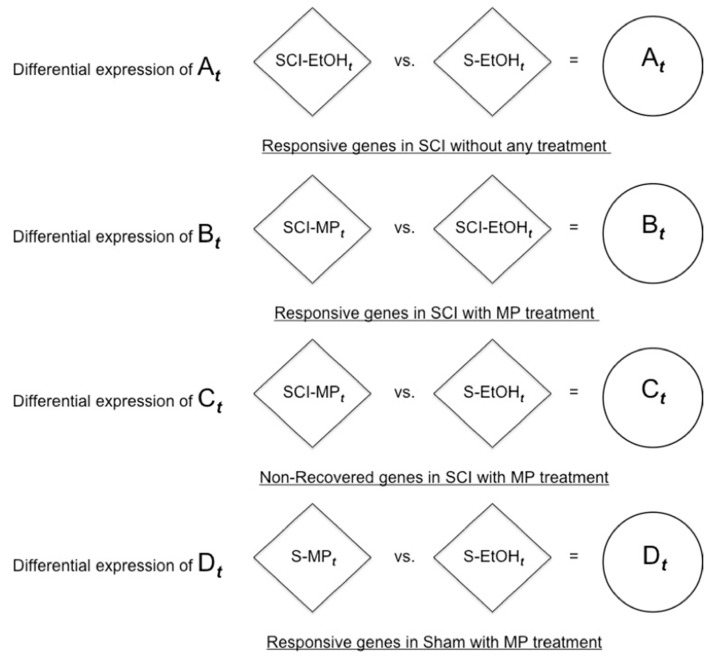
Four differentially expressed gene sets.

**Figure 2:**
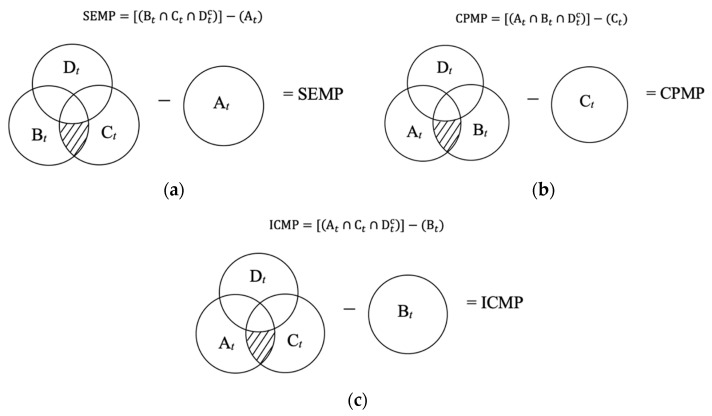
Venn diagram visualization of (**a**) side effect of MP (SEMP), (**b**) competence of MP (CPMP), and (**c**) incapability of MP (ICMP) gene classes.

**Figure 3:**
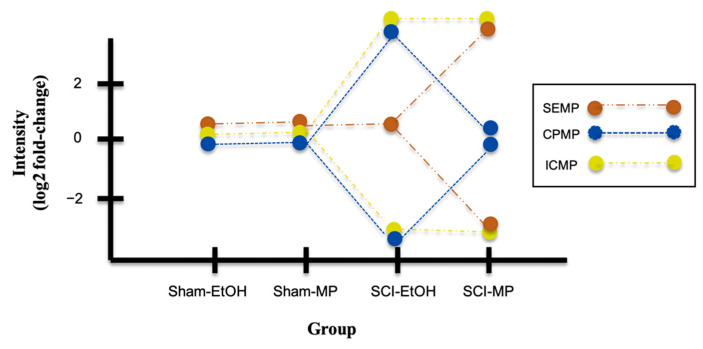
Expression profiles of three gene classes in four groups of MP experiment.

**Figure 4:**
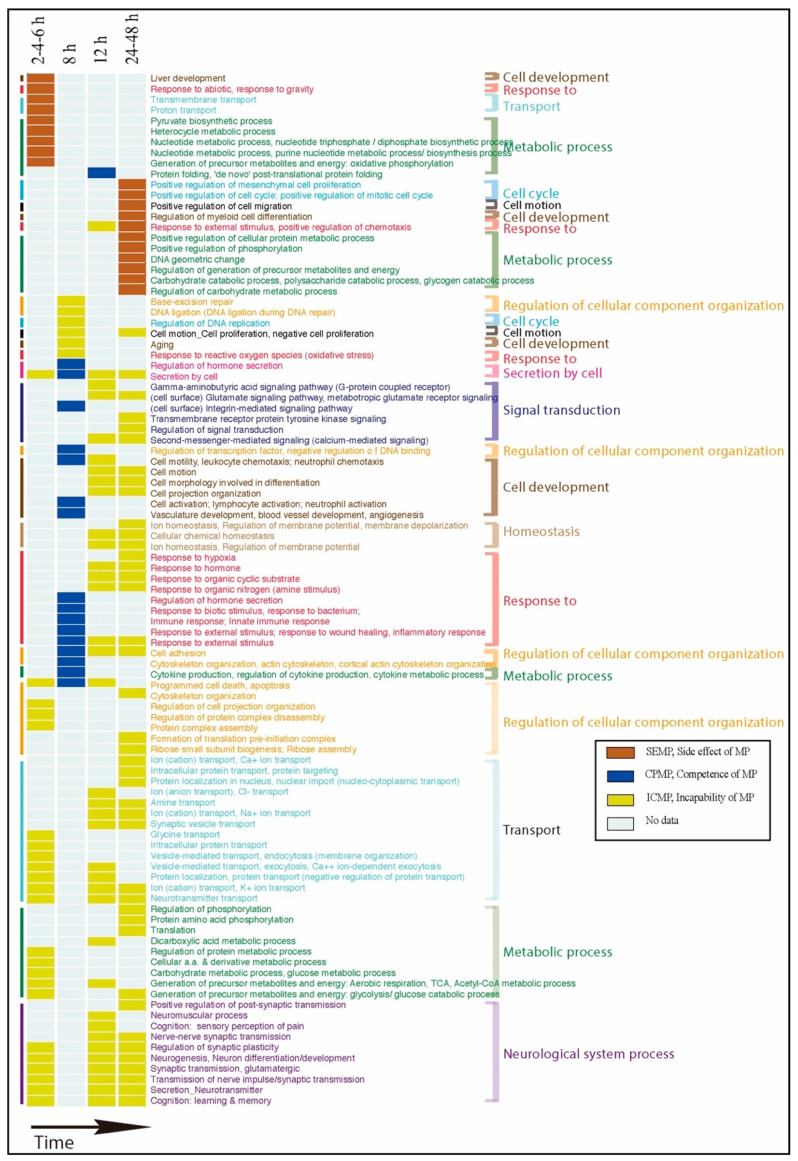
Visualization of the associated biological process of three gene classes in a time series fashion. The colors of each gene class are as indicated.

**Table 1:** Groups in the methylprednisolone experiment.

Variable	MP Experiment Group			
	S-EtOH	S-MP	SCI-EtOH	SCI-MP
Injury	Sham	Sham	SCI	SCI
Medication	EtOH	MP	EtOH	MP
Time (h)	0, 2, 4, 6, 8, 12, 24, 48	0, 2, 4, 6, 8, 12, 24, 48	0, 2, 4, 6, 8, 12, 24, 48	0, 2, 4, 6, 8, 12, 24, 48

MP, methylprednisolone; S, sham; EtOH, ethanol; SCI, spinal cord injury; h, hour(s).

**Table 2:** Significancy table of three gene classes against four differentially expressed gene sets.

Gene Class	A*_t_*	B*_t_*	C*_t_*	D*_t_*
	SCI-EtOH*_t_* vs. S-EtOH*_t_*	SCI-MP*_t_* vs. SCI-EtOH*_t_*	SCI-MP*_t_* vs. S-EtOH*_t_*	S-MP*_t_* vs. S-EtOH*_t_*
SEMP	×	o	o	×
CPMP	o	o	×	×
ICMP	o	×	o	×

SEMP, side effect of MP; CPMP, competence of MP; ICMP, incapability of MP. o, statistically significant (*p* ≤ 0.05); ×, not statistically significant (*p* > 0.05).

**Table 3:** Number of genes of each gene class in four different time phases.

Gene Class (vs. ROG)	Time Phase			
	2~6 h	8 h	12 h	24~48 h
SEMP	210	10	179	94
CPMP	190	232	224	182
ICMP	494	207	960	2730

ROG, rest of genome.

**Table 4:** Statistically significant (*p* ≤ 0.05) numbers of associated biological process terms of each gene class in each time phase.

Gene Class (vs. ROG)	Time Phase			
	2~6 h	8 h	12 h	24~48 h
SEMP	16	×	×	25
CPMP	×	56	3	×
ICMP	63	9	250	303

**Table 5:** List of the most representative and statistically significant gene ontology terms (biological processes and cellular components) of each gene class of SEMP, CPMP, and ICMP at different time phases.

	**SEMP vs. ROG**	
**Time Phase**	**Biological Processes**	**Cellular Components**
2~6 h	Proton transport Transmembrane transport Glycolysis Heterocyclic metabolic processes Pyruvate biosynthetic processes Purine nucleotide biosynthetic processes Liver development	Mitochondrion Organelle inner membrane Proton-transport - Two sector ATPase complex - ATP synthase complex, catalytic core F (1)
8 h	None	None
12 h	None	None
24~48 h	Regulation of myeloid cell differentiation Positive regulation of mitotic cell cycle Positive regulation of mesenchymal cell proliferation Positive regulation of phosphorylation Regulation of carbohydrate metabolic processes Positive regulation of cellular protein metabolic processes DNA geometric changes Translation Glycogen catabolic processes Positive regulation of positive chemotaxis (cell migration)	Ribosomes Neuron projections Cell fractions
	**CPMP vs. ROG**	
**Time Phase**	**Biological Processes**	**Cellular Components**
2~6 h	None	None
8 h	Defense response to Gram-positive bacteria Inflammatory response (defense response) Blood coagulation (wound healing) Leukocyte/neutrophil chemotaxis (cell migration) Cytokine production Negative regulation of DNA binding Regulation of transcription factor activity Lymphocyte/neutrophil activation Angiogenesis Apoptosis (programmed cell death) Integrin-mediated signaling pathways Cortical actin cytoskeleton organization (actin filament-based processes) Cell adhesion Regulation of hormone secretion (secretion by cells)	Extracellular space Cell surface
12 h	‘De novo’ posttranslational protein folding	Signal recognition particles, endoplasmic reticulum targeting
24~48 h	None	None
	**ICMP vs. ROG**	
**Time Phase**	**Biological Processes**	**Cellular Components**
2~6 h	Ion transport (potassium) Glycine transport Intracellular protein transport Exocytosis (calcium) Endocytosis (vesicle-mediated transport) Neurotransmitter secretion/transport (secretion by cells) Cytoskeleton organization Apoptosis (programmed cell death) Regulation of protein complex disassembly (regulation of cellular component organization) Rac protein signal transduction Regulation of cell projection organization (cell-cell signaling) Regulation of neuron differentiation (neurogenesis) Transmission of nerve impulses (synaptic transmission) Generation of precursor metabolites and energy Acetyl-CoA metabolic processes Glucose metabolic processes (hexose metabolic processes/carbohydrate metabolic processes) Regulation of phosphorylation Positive regulation of transferase activities Regulation of protein metabolic processes	Cell junctions Cell projections - Flagellin-based flagella - Neuron projections: axons and dendrites Cell fractions - Synaptosome Cell soma Vesicles - Cytoplasmic vesicles - Membrane-bound vesicles Cytosol Organelle outer membranes Golgi apparatus Cytoskeleton Membrane coat Coated pit Postsynaptic membrane
8 h	Response to reactive oxygen species DNA ligation during DNA repair (base-excision repair) Transcription from RNA polymerase II promoter Regulation of DNA replication Negative regulation of cell proliferation Aging	Perinuclear region of cytoplasm
12 h	Negative regulation of protein transport Ion transport (sodium/potassium/calcium/chloride) Amine transport Positive regulation of catalytic activities Mitochondrial transport Synaptic vesicle exocytosis (secretion by cells) Neurotransmitter secretion/transport (secretion by cells) Regulation of membrane potential Calcium-mediated signaling (second-messenger-mediated signaling) Glutamine signaling pathways Gamma-aminobutyric acid signaling pathways Apoptosis (programmed cell death) Synaptic organization Transmission of nerve impulses (synaptic transmission) Neuron differentiation (neurogenesis) Cell adhesion Cell projection organization Leukocytes/neutrophil chemotaxis (cell migration) Sensory perception of pain Response to organic cyclic substances Dicarboxylic acid metabolic processes Glycolysis (glucose catabolic process/generation of precursor metabolites and energy) Tricarboxylic acid cycle (acetyl-CoA metabolic processes) Responses to hormone stimuli Responses to organic nitrogen	Cell junctions - Intercalated discs Cell projections - Neuron projections: axons and dendrites - Ruffles - Lamellipodia - Flagellin-based flagella Cell fractions - Synaptosomes Cell soma Vesicles - Cytoplasmic vesicles - Membrane-bound vesicles Cytosol - Cytosolic ribosomes Organelle membranes Golgi apparatus Cytoskeleton - Microtubules - Actin Chloride channel complex Pre- and post-synaptic membranes Intrinsic to plasma membranes Ionotropic glutamine receptor complex Cyclic-dependent protein kinase holoenzyme complex Asymmetric synapses Growth cones Mitochondria Neuromuscular junctions Pyruvate dehydrogenase complex Tricarboxylic acid cycle enzyme complex Heterotrimeric G-protein complex
24~48 h	Ion transport (sodium/potassium/calcium) Intracellular protein transport Amine transport Synaptic vesicle exocytosis (secretion by cells) Neurotransmitter secretion/transport (secretion by cells) Negative regulation of cell proliferation Cell cycle Glutamate signaling pathway Ribosomal small subunit assembly Transmembrane receptor protein tyrosine kinase signaling pathway Second-messenger-mediated signaling Cytoskeleton organization Regulation of signal transduction Transmission of nerve impulses (synaptic transmission) Neuron differentiation (neurogenesis) Cell projection organization Cellular ion homeostasis Cell adhesion Protein amino acid phosphorylation Translation Response to hypoxia Response to organic cyclic substances Response to organic nitrogen Locomotory behavior	Cell junctions - Cell-substrate junctions Cell projections - Neuron projections: axons and dendrites - Ruffles - Filopodia - Uropod Cell fractions - Synaptosomes - Microsomes Cell soma - Perikaryon Vesicles - Cytoplasmic vesicles - Membrane-bounded vesicles Cytosol - Cytosolic ribosomes Organelle membranes Golgi apparatus Cytoskeleton - Microtubules - Actin Chloride channel complex Pre- and postsynaptic membranes Intrinsic to plasma membranes Ionotropic glutamine receptor complex Cyclic-dependent protein kinase holoenzyme complex Asymmetric synapses Growth cones Cell surfaces Perinuclear region of cytoplasm Membrane rafts Pore complex Sodium: potassium-exchanging ATPase complex cAMP-dependent protein kinase complex Sarcolemma Calcium- and calmodulin-dependent protein kinase complex Integrin complex Cleavage furrows Cell cortices Endoplasmic reticula Extracellular matrix - Proteinaceous extracellular matrix Synapse clefts

## Data Availability

The raw data from our rat model experiments are available in the National Center for Biotechnology Information, Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with accession code of GSE15878.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms222313024/s1, Detailed information of functional enrichment analysis results are available in Supplementary Files S1 (Excel), for detailed list of genes. File S2 (PDF), for significant biological process terms of our gene classes (SEMP, CPMP, and ICMP) in each time phases (2~6, 8, 12, and 24~48 h).

How the deposited data were processed for this re-analysis (not part of the article)

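RNA of the injured or sham-operated spinal cord of 60 rats was measured on Rat Gene 1.0 ST arrays, 1 array per rat and 2 rats per group and time point. The groups S-EtOH, S-MP, SCI-EtOH and SCI-MP and the times were taken from the sample labels and the methods, and all 60 columns were matched to a rat. The authors summarized the probes by RMA (robust multi-array average), normalized per chip and per gene in GeneSpring GX 11 and deposited log2 values. These log2 values lie near 0 for each probe set, with medians near 0 but not at it, and what they were centred on is not given in the sources used here. They hold no brightness over background, so no floor could be set and dim probe sets could not be left out. Scanner files were not used here.

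From the deposited log2 values, pair-wise Pearson correlations over the 60 arrays and principal components were computed, and arrays were judged by the limit the methods set on these correlations. Noisy probe sets were removed by the CV of duplicates on the linear scale (2 to the power of the value), keeping those with a CV under 50% in at least 16 of 30 pairs. Probe sets were named by the platform annotation, with symbols brought up to date through the gene ID (15067 of 15097 probe sets with 1 symbol matched), and none was named from a probe set with several symbols. limma 3.58.1 in R 4.3.3 fitted 1 mean per group and time over all arrays, with moderated variances. The sets A, B, C and D of a time point came from the moderated F test over its groups with Benjamini-Hochberg adjustment at 0.05 and then from Tukey's range of 4 means on the moderated t, since the methods name an analysis of variance followed by Tukey's test and 2 rats per group leave a plain analysis few degrees of freedom. SEMP is B and C without A and D, CPMP is A and B without C and D, and ICMP is A and C without B and D. The paper's text does not say how time points make a phase, so the class of a phase was taken as the union over its time points.

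Changes of genes per phase, over the mean of 7 times, between injured and sham rats, and between 8 or 12 h and the other times were limma contrasts of the same fit with Benjamini-Hochberg adjustment over all genes or probe sets tested. For genes and gene lists, all probe sets of a gene were averaged. The plan was to take the probe set with the highest mean, which values without an absolute level per probe set do not allow. The lists of pathways and cell type markers were tested with camera at a preset correlation, and camera with an estimated correlation and fry, which tests whether members move 1 way on balance and compares them with no other genes, were run beside it. Members of a list in a class were counted and tested with Fisher's exact test, an addition chosen after the data were seen. This test makes no allowance for correlation between genes, which was estimated at 0.42 for the ribosome list, so its p-values can be too small. As camera ranks the members against all other genes, its direction can differ from the sign of the list median. With an estimated correlation 107 of the 165 list tests followed through the alternatives lost their call.

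Genes were named by a rule written with the design. For A, B and D over 7 times, it takes the 10 largest rises and 10 largest falls past the threshold with 1 direction at all 7 times. For B at 8 h and 12 h, it takes the 10 largest rises and falls past the threshold where both duplicates of one group lie above both of the other. In each gene list it takes the 4 members with the largest change past the threshold, or those with the smallest adjusted p where fewer pass. Members of the paper's SEMP lists, whose values count as seen, were named only where a gene list holds them. The text leaves out some genes of the rule for length, and a gene the rule names is not reported here.

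The scripts were tested on simulated values for 27338 probe sets. For B at 8 h the moderated test gave 11 false calls, and the plain analysis of the methods found 0 of 100 probe sets changed by 0.5 and 1 of 100 changed by 1 on the log2 scale. For SEMP at 8 h, 54 and 94 of 100 were found with 4 false calls, for CPMP at 12 h 51 and 94 with 1, and for D over 7 times 100 and 100 with 16. With the neutrophil list lowered by 0.5 in B at 24~48 h, camera over 14324 genes called that list and 0 of 42 other lists. This does not give the rate of false calls in the real lists, whose genes had estimated correlations up to 0.72. The median SD within real pairs was 0.215 in SCI-EtOH against 0.105 in S-EtOH, so the simulated counts for B may not hold for these data.

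Alternatives set down with the design were no noise filter, quantile normalization between arrays, a fit per time point or phase, the duplicate number as a block, the plain test of the methods, each contrast adjusted alone, array weights, other ways to make a phase, the CV on log2 values, and leaving out each array in turn. Those chosen after the data were seen were array medians set to 0, probe sets that differ at 0 h left out, the difference at 0 h taken off A and added to B, injured or sham rats alone, means without 8 h or 12 h, the plain analysis without adjustment, a signed mean in the CV and, for the correlation of A with B, 1 SCI-EtOH duplicate used for A and the other for B. The filter on dim probe sets was not run, and on values centred per probe set the limit for outlier arrays lay below the lowest correlation, so no array could be marked. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The lists of CPMP and ICMP genes in Supplementary File S1 were not used, since those held here were cut short or empty, and neither were the paper's ontology terms, whose file was not held. The methods count 60 animals for the 60 arrays, so the p-values measure the spread between rats.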

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

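The tests of the patterns at 0 h and at 8 h were chosen only after the results were seen, as were the fits of injured rats alone, with the 0 h difference taken off and without the probe sets that differ at 0 h.

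At 0 h, a time the paper does not report on, 407 probe sets differed between SCI-EtOH and S-EtOH, and over the 287 lower ones the median difference was −0.83 at 0 h and −0.55 over the later times, while the change with MP was 0.49 and the opposite call was made in B for 268. The injury alone would leave SCI-MP rats with the same difference, but at 2 h they differed from S-EtOH by a median of 0.043 over these and of −0.014 over the 120 higher ones, which argues against it for both parts. Handling or processing that differed for the SCI-EtOH arrays is a candidate explanation. The difference at 0 h correlated over probe sets with the mean of B, which holds no 0 h array, at r = −0.645. With the mean of D, which holds no SCI-EtOH array, r was 0.305, and handling of the SCI-EtOH arrays alone does not account for that. An injury response that MP reverses within 2 h cannot be told apart from such handling. Over the lower probe sets the 14 later SCI-EtOH arrays lay at −0.73 to −0.16 (highest at 4 h duplicate 2, next −0.38). The SCI-MP arrays lay at −0.28 to 0.22. The count at 0 h was 19 without S-EtOH 0 h duplicate 1, 68 without S-EtOH 0 h duplicate 2, 117 without SCI-EtOH 0 h duplicate 1 and 69 without SCI-EtOH 0 h duplicate 2.

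At 8 h the change with MP in injured rats differed from that at the other times in 631 probe sets by the test of this difference, the median over neutrophil genes was −0.88, and over genes the change with MP opposed the injury response at r = −0.766. Random noise in the SCI-EtOH 8 h arrays that A and B share is not the whole cause. B at 8 h also had r = −0.456 with the mean of C at the 6 other times. That mean holds neither an 8 h nor an SCI-EtOH array. As B holds the SCI-EtOH 8 h arrays, this r cannot show whether the injury response in them was unusually strong. On the mean of C at the other times, the slope of A was 0.919 at 8 h, between 0.498 at 6 h and 0.986 at 12 h. The slope of C was 0.552 at 8 h, below 0.910 at 6 h and 1.31 at 12 h. By these slopes, which carry no error here, the response was low for its time in SCI-MP and not unusually strong in SCI-EtOH. A milder injury in the 2 SCI-MP 8 h rats is a candidate explanation, since the share of the injury response left in them had a median of 0.310 over 7 immune lists and of 0.454 over 4 neuron lists, a difference of 0.144 with an SD over lists of 0.157. MP acting on inflammation was not told apart from a milder injury. The SD is a spread of single lists and not the error of the difference, so it cannot decide between them. The immune lists include coagulation (0.310) and immediate early genes (0.576). The other shares were 0.381 for cytokines, 0.133 for neutrophil genes, 0.381 for macrophage markers, −0.0079 for interferon genes and 0.205 for integrin genes. The neuron lists lay at 0.437 to 0.503, and among the immune lists only the immediate early genes lay above these. The count at 8 h was 987 without SCI-EtOH 6 h duplicate 1, 416 without SCI-EtOH 8 h duplicate 1, 70 without SCI-MP 8 h duplicate 1, 240 without SCI-MP 8 h duplicate 2 and 1175 without SCI-MP 24 h duplicate 2, 13 after quantile normalization, 148 with array weights and 37 over injured rats alone.

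Between sham rats with and without MP (set D), a comparison the paper uses only to leave genes out, interferon response genes were lower with MP at 12 h by a median of −1.38 (adjusted p = 7.4e-34 from camera, and 0.0023 with an estimated correlation, which kept the call). The list's median was 1.49 and 0.95 in the S-EtOH 12 h rats against a mean of −0.15 ± 0.26 (SD, 14 arrays) at the other times, a difference of 1.38, so high values in the S-EtOH 12 h rats are a candidate explanation. MP lowering these genes below their level at other times is argued against by S-MP at 12 h, which lay 0.25 above S-MP at its other times. MP holding down a rise that sham rats have at 12 h stays open and was not tested, and the SCI-MP 12 h rats were at 0.87 and 0.62.

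Between injured and sham rats, the change with MP over the mean of 7 times differed in 7829 probe sets by the test of this difference. Of these, 2856 were higher and 4973 lower in injured rats. The count was 4739 without the probe sets that differ at 0 h and 1 with the 0 h difference taken off. The latter setting adds the error of the 4 arrays of 0 h. Under it 19 of the 20 genes named for B over 7 times lost their call, at a median of 66.4% of their log2 fold changes. The count of 1 alone therefore does not show that the difference went away. At 12 h, the change with MP in injured rats differed from that at the other times in 760 probe sets by the same kind of test, 510 higher and 250 lower, and the count was 2183 without SCI-EtOH 6 h duplicate 1, 1227 without SCI-EtOH 8 h duplicate 2, 2455 without SCI-EtOH 12 h duplicate 1, 101 without SCI-EtOH 12 h duplicate 2, 363 without SCI-MP 12 h duplicate 1, 30 without SCI-MP 12 h duplicate 2 and 1245 without SCI-MP 24 h duplicate 1, 1 after quantile normalization and 2 over injured rats alone.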

How the results depend on the processing

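Compared were 49 counts, 165 list tests, 339 genes named in a comparison and 38 counts of list members in a class. With array medians set to 0, 1 of the counts moved by over 1.5 times, and 1 list, 0 genes and 2 member counts changed their call. Of the lists and genes 0 turned, but the larger direction of calls turned in several counts, as given below. The noise filter kept 27338 of 27342 probe sets, so the run without it tests little. With quantile normalization 18 lists and 101 genes lost their call, 3 and 4 gained one, and 4 and 2 turned. With array weights 3 lists and 45 genes lost it, and 0 and 3 gained one. With an estimated correlation 107 lists lost it and 0 gained one, and with fry 27 lost it and 10 gained one. With the 0 h difference taken off 8 of 136 lists and 180 of 293 genes lost it, 9 and 0 gained one, and 4 and 4 turned. The counts below are those that moved by over 1.5 times, and apart from fewer arrays or probe sets the cause was not tested. Quantile normalization gave set A 903 (0 h) and 3374 (2 h), set B 2766 (2 h), 1866 (6 h), 1463 (8 h), 1139 (12 h), 281 (24 h) and 114 (48 h), set D 1101 (2 h), 1114 (4 h), 2840 (6 h), 4613 (8 h), 2628 (12 h), 1134 (24 h) and 1017 (48 h), CPMP 433 (8 h), 437 (12 h) and 82 (24~48 h), SEMP 203 (12 h) and 134 (24~48 h), shared SEMP 87 (12 h) and 36 (24~48 h), mean of 7 times 7037 (D), injured against sham rats 2884 (8 h) and 57 (24~48 h), times against the others 13 (8 h), 1 (12 h) and 4 (both together), and turned the values of cytokines and inflammatory mediators in B at 8 h minus other times (0.053), cytokines and inflammatory mediators in injured against sham rats at 8 h (0.64), cytosolic ribosome in B at 24~48 h (0.040), immediate early genes in B at 8 h (0.021), Rrm2 in A at 24~48 h (−0.023) and Mcm5 in A at 24~48 h (−0.14). Array weights gave set A 3366 (0 h), 3155 (2 h) and 431 (6 h), set B 2503 (2 h), 735 (4 h), 268 (6 h), 2626 (12 h) and 929 (48 h), set D 461 (2 h), 1178 (4 h), 2623 (6 h), 4201 (8 h), 1903 (12 h), 814 (24 h) and 673 (48 h), SEMP 1172 (2~6 h) and 491 (24~48 h), CPMP 752 (8 h) and 907 (12 h), mean of 7 times 5682 (D), injured against sham rats 884 (2~6 h), times against the others 148 (8 h), 50 (12 h) and 15 (both together). The plain test of the methods gave set A 0 (0 h), 1 (2 h), 2 (4 h), 73 (6 h), 209 (8 h), 2478 (12 h), 1230 (24 h) and 3084 (48 h), set B 1 (2 h), 2 (4 h), 71 (6 h), 192 (8 h), 1336 (12 h), 510 (24 h) and 865 (48 h), set D 1 (2 h), 2 (4 h), 27 (6 h), 97 (8 h) and 202 (48 h), SEMP 4 (2~6 h), 1 (8 h), 274 (12 h) and 235 (24~48 h), CPMP 2 (2~6 h), 22 (8 h), 370 (12 h) and 268 (24~48 h), ICMP 4 (2~6 h), 13 (8 h), 1231 (12 h) and 2752 (24~48 h), shared SEMP 1 (2~6 h), 0 (8 h), 67 (12 h) and 28 (24~48 h), and the self-test above shows how few changes it calls with 2 rats per group. A fit per time point gave set A 1975 (0 h), 1080 (2 h) and 890 (6 h), set B 1018 (2 h), 898 (4 h) and 911 (6 h), set D 174 (6 h) and 218 (48 h), SEMP 947 (2~6 h) and 128 (8 h), CPMP 824 (2~6 h) and 969 (12 h), and each contrast adjusted alone gave set D 3 (2 h), 9 (4 h), 19 (6 h), 116 (8 h), 113 (12 h), 6 (24 h) and 0 (48 h), set B 481 (4 h), 1525 (8 h), 1399 (24 h) and 996 (48 h), CPMP 1234 (2~6 h) and 933 (24~48 h), SEMP 103 (8 h) and 521 (24~48 h). Probe sets in a class at every time point of a phase numbered SEMP 57 (2~6 h) and 114 (24~48 h), CPMP 32 (2~6 h) and 225 (24~48 h), ICMP 185 (2~6 h) and 3083 (24~48 h), shared SEMP 26 (2~6 h) and 31 (24~48 h). Pooling the arrays of a phase gave shared SEMP 94 (2~6 h), SEMP 128 (8 h), CPMP 969 (12 h), and with the methods' test on pooled arrays shared SEMP 103 (2~6 h), 0 (8 h) and 67 (12 h), SEMP 1 (8 h) and 274 (12 h), CPMP 22 (8 h) and 370 (12 h), ICMP 13 (8 h) and 1231 (12 h). A fit per time phase gave injured against sham rats 1087 (2~6 h), 198 (8 h) and 1073 (12 h), and the CV on log2 values kept 3677 probe sets and, centred on the median, 3408. Among alternatives chosen after the data were seen, the plain analysis without adjustment gave set A 4432 (0 h) and 1503 (6 h), set B 2619 (2 h) and 1727 (6 h), set D 471 (2 h), 442 (4 h), 512 (6 h), 474 (24 h) and 312 (48 h), ICMP 1637 (2~6 h), 756 (8 h) and 1654 (12 h), CPMP 891 (8 h) and 1006 (12 h), SEMP 559 (12 h). Leaving out probe sets that differ at 0 h gave set A 0 (0 h) and 899 (2 h), set B 733 (2 h), 1410 (24 h) and 1211 (48 h), CPMP 1231 (2~6 h) and 879 (24~48 h), shared SEMP 52 (24~48 h), injured against sham rats 515 (2~6 h), 516 (8 h), 1188 (12 h), 244 (24~48 h) and 4739 (7 times). Taking the 0 h difference off gave mean of 7 times 2202 (A) and 14 (B), injured against sham rats 1 (2~6 h), 41 (8 h), 121 (12 h), 1 (24~48 h) and 1 (7 times), and turned the values of cytosolic ribosome in B at 24~48 h (0.10), synaptic vesicle release in B at 24~48 h (−0.16), erythrocyte and platelet markers in B at 2~6 h (1.12), erythrocyte and platelet markers in B at 8 h (0.45), Zmat2 in B over 7 times (−0.19), Ldha in B at 2~6 h (0.092), Rpl7 in B at 8 h (0.087) and Rps28 in B at 24~48 h (0.036). Injured rats alone gave times against the others 37 (8 h), 2 (12 h) and 3 (both together), sham rats alone mean of 7 times 5459 (D), means without 8 h mean of 7 times 1120 (D), means without 12 h mean of 7 times 1182 (D) and array medians set to 0 times against the others 254 (both together). In 43 comparisons of duplicate numbers, the deviations of same-numbered rats correlated at r = −0.488 to 0.421 (median 0.000611, 9 above 0.1), so the rats share only a number, and with the replicate block 1 of 49 counts moved by over 1.5 times (times against the others 217 (both together)), and 1 list and 10 genes lost their call. Leaving out each array in turn gave for set A 19 to 599 (0 h, S-EtOH 0 h 1 and 0 h 2, SCI-EtOH 0 h 1 and 0 h 2), 891 to 2321 (2 h, S-EtOH 2 h 1 and 2 h 2, SCI-EtOH 2 h 1 and 2 h 2), 1941 to 3778 (4 h, S-EtOH 4 h 1), 2009 to 8520 (6 h, S-EtOH 6 h 1 and 6 h 2, SCI-EtOH 6 h 1 and 6 h 2), 3000 to 5877 (8 h, S-EtOH 8 h 1) and 4147 to 7897 (12 h, S-EtOH 12 h 1, SCI-EtOH 12 h 2). It gave for set B 742 to 2227 (2 h, SCI-EtOH 2 h 1 and 2 h 2, SCI-MP 2 h 1 and 2 h 2), 389 to 2253 (4 h, SCI-EtOH 4 h 1 and 4 h 2, SCI-MP 4 h 1), 1761 to 6790 (6 h, SCI-EtOH 6 h 2, SCI-MP 6 h 2), 1383 to 2892 (8 h, SCI-MP 8 h 1), 2262 to 4887 (12 h, SCI-EtOH 12 h 2, SCI-MP 12 h 1 and 12 h 2), 1301 to 2552 (24 h, SCI-MP 24 h 2) and 1070 to 2314 (48 h, SCI-EtOH 48 h 2, SCI-MP 48 h 1). It gave for set D 53 to 330 (2 h, S-EtOH 2 h 1 and 2 h 2, S-MP 2 h 2, SCI-EtOH 6 h 1 and 6 h 2), 84 to 251 (4 h, S-EtOH 4 h 1 and 4 h 2, S-MP 4 h 1 and 4 h 2), 298 to 1381 (6 h, S-EtOH 6 h 1 and 6 h 2, S-MP 6 h 2, SCI-EtOH 6 h 2), 570 to 2169 (8 h, S-EtOH 8 h 1 and 8 h 2, S-MP 8 h 1 and 8 h 2, SCI-EtOH 6 h 1 and 6 h 2), 376 to 1077 (12 h, S-EtOH 12 h 1 and 12 h 2), 80 to 337 (24 h, S-EtOH 24 h 2) and 44 to 145 (48 h, S-EtOH 48 h 1 and 48 h 2, S-MP 48 h 2). For the rest it gave CPMP 1568 to 5347 (2~6 h, SCI-EtOH 6 h 2), 891 to 1606 (8 h, SCI-MP 8 h 1) and 767 to 2555 (12 h, SCI-EtOH 12 h 2, SCI-MP 12 h 2), SEMP 96 to 250 (8 h, S-EtOH 8 h 1, SCI-MP 8 h 1 and 8 h 2) and 598 to 1128 (12 h, SCI-MP 12 h 1 and 12 h 2), ICMP 491 to 1423 (8 h, S-EtOH 8 h 1), injured against sham rats 920 to 3725 (2~6 h, S-EtOH 2 h 1, SCI-EtOH 4 h 1, 4 h 2, 6 h 1 and 6 h 2, SCI-MP 4 h 1), 364 to 1887 (8 h, S-EtOH 8 h 1 and 8 h 2, S-MP 8 h 1 and 8 h 2, SCI-EtOH 6 h 1 and 6 h 2, SCI-MP 8 h 2), 843 to 3117 (12 h, S-EtOH 12 h 1 and 12 h 2, S-MP 12 h 1 and 12 h 2, SCI-EtOH 12 h 2, SCI-MP 12 h 1 and 12 h 2) and 420 to 1302 (24~48 h, S-EtOH 24 h 1 and 48 h 1, S-MP 24 h 1 and 48 h 2, SCI-MP 24 h 2 and 48 h 1), times against the others 70 to 1175 (8 h, SCI-EtOH 6 h 1 and 8 h 1, SCI-MP 8 h 1, 8 h 2 and 24 h 2), 30 to 2455 (12 h, SCI-EtOH 6 h 1, 8 h 2, 12 h 1 and 12 h 2, SCI-MP 12 h 1, 12 h 2 and 24 h 1) and 38 to 2123 (both together, SCI-EtOH 4 h 2, 6 h 1, 8 h 1, 8 h 2, 12 h 1 and 12 h 2, SCI-MP 2 h 2, 4 h 1, 4 h 2, 6 h 2, 8 h 1, 8 h 2 and 12 h 2). The arrays in parentheses, by time and duplicate, are those without which a count moved by over 1.5 times, and a group left with 1 rat is assumed to vary like the others. The range of medians over lists that turned was mitotic cell cycle in A at 24~48 h −0.0048 to 0.92 (turned without SCI-EtOH 48 h duplicate 1), mitotic cell cycle in B at 24~48 h −0.28 to 0.58 (turned without SCI-EtOH 48 h duplicate 2), synaptic vesicle release in B at 24~48 h −0.19 to 0.27 (turned without SCI-MP 24 h duplicate 2), glucocorticoid-induced genes in D at 8 h −0.38 to 0.45 (turned without S-EtOH 8 h duplicate 2), cytosolic ribosome in B at 24~48 h −0.060 to 0.031 (turned without SCI-MP 24 h duplicate 2), potassium, sodium and calcium channels in B at 24~48 h −0.30 to 0.19 (turned without SCI-MP 24 h duplicate 1) and astrocyte markers in B at 24~48 h −0.14 to 0.15 (turned without SCI-MP 24 h duplicate 1). The percentage of higher calls moved by over 10 points with array medians set to 0 for injured against sham rats at 2~6 h from 33.1 to 56.3, 8 or 12 h against the others for both together from 74.3 to 55.9, set B at 4 h from 23.1 to 39.7, set B at 2 h from 36.6 to 52.4, set A at 6 h from 56.8 to 41.7, set B at 6 h from 28.6 to 43.3, 8 or 12 h against the others for 8 h from 61.8 to 47.5 and set A at 0 h from 29.5 to 19.2, and with quantile normalization for 8 or 12 h against the others for 12 h from 67.1 to 100, set D at 24 h from 12.4 to 39.8, set B at 4 h from 23.1 to 48.1, 8 or 12 h against the others for both together from 74.3 to 50.0, 8 or 12 h against the others for 8 h from 61.8 to 38.5, injured against sham rats at 2~6 h from 33.1 to 52.1, injured against sham rats at 24~48 h from 44.8 to 59.6, set B at 6 h from 28.6 to 41.3, set B at 2 h from 36.6 to 47.7 and mean of 7 times at B from 35.8 to 46.3. Other labels of the 2 groups within times, 100 splits with the real one, gave at most 11375 probe sets for A over 7 times against 16576, 6085 for B against 11517 and 12 for D against 2015. In each, 1 split, the real one, was as large, so chance is an unlikely cause, though 100 splits cannot exclude it. For A and B the splits do not separate injury or MP from the difference of the SCI-EtOH arrays seen at 0 h. A filter on dim probe sets and a run without outlier arrays were not run, since the centred values hold no brightness over background and the limit for outlier arrays lay below the lowest correlation of these values, so none could be marked.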

Differences from the paper's values

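The paper's counts of SEMP probe sets are 210 at 2~6 h, 10 at 8 h, 179 at 12 h and 94 at 24~48 h, and the counts here are 1798, 198, 1013 and 872. For CPMP the paper's counts are 190 at 2~6 h, 232 at 8 h, 224 at 12 h and 182 at 24~48 h, against 1958, 1369, 1740 and 1413 here. For ICMP they are 494 at 2~6 h, 207 at 8 h, 960 at 12 h and 2730 at 24~48 h, against 2471, 1274, 2540 and 5699 here. The threshold of 0.05 is the paper's in both steps, but the test here is moderated and the phases are unions, a rule the paper's text does not state. The noise filter kept 27338 probe sets here against the paper's 21,653, and the CV on log2 values kept 3677, centred on the median 3408 and, with a signed mean chosen after the data were seen, 25188. Among the alternatives set before the data were examined, quantile normalization gave counts within 1.5 times of the paper's for SEMP at 12 h (203) and SEMP at 24~48 h (134). The plain test of the methods did for CPMP at 24~48 h (268), ICMP at 12 h (1231) and ICMP at 24~48 h (2752), probe sets in a class at every time point of the phase did for SEMP at 24~48 h (114), CPMP at 24~48 h (225) and ICMP at 24~48 h (3083), and the methods' test on pooled arrays for ICMP at 12 h (1231). In all other classes and phases these 4 alternatives differed by more than 1.5 times, as did all 12 counts without the noise filter, which left out few probe sets here, with the replicate block, with array weights, in a fit per time point, with each contrast adjusted alone and with pooled arrays.

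The paper gives CPMP its largest count at 8 h, whereas here it was largest at 2~6 h and smallest at 8 h, while SEMP is smallest at 8 h in both, but 2~6 h and 24~48 h are unions of 3 and of 2 time points. Per time point from 2 to 48 h, CPMP held 818, 442, 997, 1369, 1740, 1074 and 564 probe sets, where 8 h is second to 12 h, and with probe sets in the class at every time point of the phase, 2~6 h held 32 and 24~48 h 225, below 8 h. The paper proposes from the functions of the classes that MP has its greatest effect at 8 and 12 h, and it gives no counts of set B. Here set B held 3448 probe sets at 6 h, 2339 at 8 h and 4022 at 12 h. At these 3 times it held 268, 1627 and 2626 with array weights, 71, 192 and 1336 with the methods' test, 1866, 1463 and 1139 after quantile normalization, where it was largest at 2 h (2766), and 911, 2098 and 3156 in a fit per time point, where 12 h and 8 h were the largest of the 7 times. Set B was 6790 without SCI-EtOH 6 h duplicate 2 and 1761 without SCI-MP 6 h duplicate 2 at 6 h, 1383 without SCI-MP 8 h duplicate 1 at 8 h and 2262 without SCI-EtOH 12 h duplicate 2, 2583 without SCI-MP 12 h duplicate 1 and 2455 without SCI-MP 12 h duplicate 2 at 12 h. The paper describes excess glycolysis after MP, reasoning from blood sugar and oxygen supply. Here the RNA of the glycolysis list had a median of −0.31 with MP in injured rats at 2~6 h (adjusted p = 0.0018 from camera, 0.81 with an estimated correlation). RNA does not measure how much glucose is used, so the paper's point was not tested. The paper finds no significant function of CPMP at 2~6 h, whereas here cytokines (8 of 30, adjusted p = 0.011), immediate early genes (6 of 18, adjusted p = 0.011) and lymphocyte markers (4 of 10, adjusted p = 0.032) passed in CPMP. None of the 3 passed with quantile normalization (adjusted p = 0.19, 0.19 and 0.45), the methods' test (adjusted p = 1.0, 1.0 and 1.0), pooled arrays (adjusted p = 0.70, 0.93 and 1.0), the methods' test on them (adjusted p = 0.45, 1.0 and 1.0) or at every time point of the phase (adjusted p = 0.40, 1.0 and 1.0), nor lymphocyte markers with array weights (adjusted p = 0.44) or a fit per time point (adjusted p = 0.62), nor immediate early genes and lymphocyte markers with each contrast adjusted alone (adjusted p = 0.085 and 0.37). The paper finds none of SEMP at 12 h, where cholesterol synthesis passed here (5 of 13, adjusted p = 0.012), but not with quantile normalization (adjusted p = 1.0), the methods' test (adjusted p = 1.0), array weights (adjusted p = 0.090), the replicate block (adjusted p = 0.056) or a fit per time point (adjusted p = 0.17). For ICMP at 8 h the paper names the response to reactive oxygen species and DNA ligation and sets nerve functions apart from this time, whereas here 3 of 18 and 0 of 13 genes of these lists were in ICMP (adjusted p = 0.34 and 1.0) and 7 of 24 synaptic genes were (adjusted p = 0.0097). The synaptic genes did not pass there with the methods' test (adjusted p = 1.0), a fit per time point (adjusted p = 0.16) or each contrast adjusted alone (adjusted p = 0.50). For SEMP at 24~48 h the paper names the mitotic cell cycle, of which 4 of 20 genes were in SEMP here (adjusted p = 0.053), and this passed with the replicate block (adjusted p = 0.039) and, in an alternative chosen after the values were seen, without the probe sets that differ at 0 h (adjusted p = 0.033), which leaves out 36 of the 94 probe sets of the paper's SEMP list, and with single arrays left out (adjusted p = 6.7e-18 to 0.0496 without each in turn of 27 arrays, by time and duplicate S-EtOH 0 h 1, 0 h 2, 2 h 1, 2 h 2, 4 h 1, 4 h 2, 6 h 1, 6 h 2, 12 h 1, 12 h 2, 24 h 1, 24 h 2, 48 h 1 and 48 h 2, S-MP 24 h 1, 24 h 2, 48 h 1 and 48 h 2, SCI-EtOH 0 h 1, 0 h 2, 24 h 1, 24 h 2 and 48 h 1, SCI-MP 8 h 1, 8 h 2, 24 h 2 and 48 h 1). The paper names chemotaxis in CPMP at 8 h and protein folding in CPMP at 12 h, and here neutrophil genes (8 of 19) and chaperones (12 of 23) passed in these classes, although not the chaperones with the methods' test (adjusted p = 1.0).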

Other observations

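At 24~48 h after injury without MP, genes of astrocytes and of myelin fell and genes of macrophages rose. All 8 astrocyte markers were lower in SCI-EtOH than in S-EtOH (8 adjusted over the list alone). The median was −1.28 over the list (adjusted p = 2.9e-07 from camera, 0.057 with an estimated correlation), with the glutamate transporter Slc1a2 at −1.88, the water channel Aqp4 at −1.71 and the potassium channel Kcnj10 at −1.28. With MP 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, and 1 and 0 at an unadjusted p under 0.05), with a median of −0.021, a mean of −0.019 and a test that points upward (adjusted p = 0.54 from camera and adjusted p = 0.028 without SCI-MP 24 h duplicate 1), and S100b was at 0.24 (adjusted p = 0.11). Of 14 oligodendrocyte and myelin genes 12 were lower and 0 higher (12 and 0 adjusted over the list alone) after injury. The median was −1.07 over the list (adjusted p = 3.4e-07 from camera, 0.090 with an estimated correlation), with Ermn at −1.91, Ugt8, which makes the myelin lipid galactocerebroside, at −1.65 and Mal at −1.42. With MP 3 were higher and 1 lower (3 and 2 adjusted over the list alone). The median was 0.12 over the list (adjusted p = 0.028 from camera, 0.85 with an estimated correlation), with Ermn at 0.84 and Opalin at 0.70, and the list's call was lost in turn (adjusted p = 0.14 without SCI-EtOH 24 h duplicate 2, 0.16 without SCI-EtOH 48 h duplicate 1, 0.26 without SCI-MP 24 h duplicate 2 and 0.061 without SCI-MP 48 h duplicate 2). Of 6 oligodendrocyte precursor markers 3 were lower and 2 higher (3 and 2 adjusted over the list alone) after injury. The median was −0.62 over the list (adjusted p = 0.21 from camera), with Gpr17 at −2.03 and the proteoglycan Vcan at 1.55. With MP 1 was lower and 0 higher (1 and 0 adjusted over the list alone). The median was −0.18 over the list (adjusted p = 0.54 from camera). Macrophage and activated microglia markers rose after injury (15 of 18 were higher and 0 lower, 15 and 0 adjusted over the list alone). The median was 1.43 over the list (adjusted p = 1.2e-07 from camera, 0.083 with an estimated correlation), with Gpnmb at 2.54 and the lysosomal protein Cd68 at 2.51. With MP 7 were lower and 1 higher (11 and 1 adjusted over the list alone). The median was −0.38 over the list (adjusted p = 0.0087 from camera, 0.82 with an estimated correlation), with Gpnmb at −1.29, and the call was lost in turn (adjusted p = 0.070 without SCI-EtOH 48 h duplicate 1 and 0.17 without SCI-MP 24 h duplicate 2) and with quantile normalization (adjusted p = 0.10). Of 11 reactive astrocyte markers 7 were higher and 1 lower (7 and 1 adjusted over the list alone) after injury. The median was 0.88 over the list (adjusted p = 0.011 from camera, 0.27 with an estimated correlation), with nestin (Nes) at 2.90 and Cd44, a receptor of hyaluronan, at 1.78. With MP 1 was lower and 1 higher (1 and 2 adjusted over the list alone), with a median of −0.030, a mean of 0.080 and a test that points upward (adjusted p = 0.54 from camera). Of 8 genes of antigen presentation 2 were higher and 0 lower (2 and 0 adjusted over the list alone) after injury. The median was 0.23 over the list (adjusted p = 0.25 from camera), with RT1-Da at 0.67. With MP 1 was lower and 0 higher (3 and 0 adjusted over the list alone). The median was −0.14 over the list (adjusted p = 0.51 from camera), with RT1-Da at −0.90.

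In sham rats at 12 h, genes of interferon response, cytokines and reactive astrocytes were lower with MP. Of 17 interferon response genes 10 were lower and 0 higher (14 and 0 adjusted over the list alone), led by Oasl (−2.11), Mx1, an antiviral GTPase (−1.92), and Rsad2 (−3.02). Of 30 cytokines 4 were lower and 0 higher (6 and 0 adjusted over the list alone). The median was −0.32 over the list (adjusted p = 1.1e-12 from camera, and 0.028 with an estimated correlation, which kept the call), with Cxcl10 at −2.65 and Ccl2 at −2.15. Of 11 reactive astrocyte markers, among which Cxcl10 is also counted, 3 were lower and 0 higher (9 and 0 adjusted over the list alone). The median was −0.96 over the list (adjusted p = 4.4e-14 from camera, and 0.0023 with an estimated correlation, which kept the call), with Timp1 at −1.70 and vimentin (Vim) at −0.96. Of 17 angiogenesis genes 0 were higher and 0 lower in limma (0 and 2 adjusted over the list alone, and 0 and 5 at an unadjusted p under 0.05). The median was −0.27 over the list (adjusted p = 4.0e-06 from camera, and 0.0080 with an estimated correlation, which kept the call), with Adamts1 at −1.26 (adjusted p = 0.072). Cell markers moved in this comparison too. Neutrophil markers had a median of −0.21 (adjusted p = 0.021 from camera, 0.50 with an estimated correlation). The medians were −0.30 for macrophage markers (1 of 18 lower, adjusted p = 2.7e-05 from camera, 0.23 with an estimated correlation), −0.27 for antigen presentation (adjusted p = 4.0e-05 from camera, 0.072 with an estimated correlation), 0.41 for homeostatic microglia markers (adjusted p = 2.5e-04 from camera, 0.16 with an estimated correlation), −0.59 for erythrocyte and platelet markers (adjusted p = 0.0053 from camera, 0.23 with an estimated correlation) and −0.31 for fibroblast markers (adjusted p = 0.023 from camera, 0.50 with an estimated correlation). The last 2 missed the threshold with quantile normalization (adjusted p = 0.17 and 0.20) and in turn (adjusted p = 0.062 without S-MP 12 h duplicate 2 for erythrocyte and adjusted p = 0.60 without S-MP 12 h duplicate 2 for fibroblast markers). After injury without MP at 12 h, of the interferon genes 10 were lower and 1 higher (11 and 1 adjusted over the list alone). The median was −0.74 over the list (adjusted p = 0.0012 from camera, 0.38 with an estimated correlation), with Cmpk2 at −2.02 and Mx2 at −1.98. The list's median was 1.49 and 0.95 in the S-EtOH 12 h arrays, against a mean of −0.15 at the other times of S-EtOH. In the SCI-EtOH 12 h arrays it was 0.31 and 0.49, against a mean of 0.25 at the other times of SCI-EtOH. The lower values of these genes after injury thus go with the high S-EtOH 12 h arrays. With MP in injured rats 2 were higher and 0 lower (2 and 0 adjusted over the list alone). The median was 0.40 over the list (adjusted p = 0.017 from camera, 0.94 with an estimated correlation), with Ifit3 at 1.36, a call lost in turn (adjusted p = 0.19 without SCI-EtOH 12 h duplicate 1 and 0.10 without SCI-MP 12 h duplicate 1) and with quantile normalization (adjusted p = 0.058).

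At 8 h, of 12 genes of the response to hypoxia, which share Vegfa and Hif1a with the angiogenesis list, 6 were higher and 1 lower (8 and 1 adjusted over the list alone) after injury. The median was 0.53 over the list (adjusted p = 7.7e-04 from camera, 0.12 with an estimated correlation), with the vasodilator peptide Adm at 1.60 and P4ha1 at 1.10. With MP 2 were lower and 0 higher (4 and 0 adjusted over the list alone). The median was −0.36 over the list (adjusted p = 0.021 from camera, 0.30 with an estimated correlation), with Egln3, an oxygen sensor, at −0.74, a call lost in turn (adjusted p = 0.72 without SCI-EtOH 8 h duplicate 1 and 0.15 without SCI-MP 8 h duplicate 2) and with quantile normalization (adjusted p = 0.25). Of 18 immediate early genes 4 were lower and 0 higher (7 and 0 adjusted over the list alone) with MP. The median was −0.35 over the list (adjusted p = 2.4e-04 from camera, 0.28 with an estimated correlation), with Ier3 at −1.59 and Junb at −0.81, while with quantile normalization the median was 0.021 (adjusted p = 0.62). At 2~6 h, of 5 erythrocyte and platelet markers 5 were higher and 0 lower (5 and 0 adjusted over the list alone) after injury. The median was 1.40 over the list (adjusted p = 1.4e-04 from camera, 0.085 with an estimated correlation), with Alas2 at 2.66 and Hbb at 1.56, whose differences at 0 h had adjusted p = 0.093 and 0.21, and the call was lost with the 0 h difference taken off, an alternative chosen after the data were seen (adjusted p = 0.50). With MP 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, and 0 and 0 at an unadjusted p under 0.05), with a median of −0.22, a mean of −0.19 and a test that points upward (adjusted p = 0.86 from camera), and with the 0 h difference added the median was 1.12 (adjusted p = 2.9e-05). Of 10 lymphocyte markers 6 were higher and 0 lower (6 and 0 adjusted over the list alone) after injury. The median was 0.22 over the list (adjusted p = 0.0080 from camera, 0.14 with an estimated correlation), with Cd3g of the T cell receptor complex at 0.48. With MP 1 was lower and 0 higher (1 and 0 adjusted over the list alone), with a median of −0.11, a mean of −0.076 and a test that points upward (adjusted p = 0.86 from camera). Skeletal muscle markers, whose source in these samples was not tested, numbered 10, of which over 7 times 4 were lower and 0 higher (3 and 0 adjusted over the list alone) after injury. The median was −0.083 over the list (adjusted p = 0.18 from camera). Over these times 6 were higher and 0 lower (6 and 0 adjusted over the list alone) with MP in injured rats. The median was 0.19 over the list (adjusted p = 7.9e-05 from camera, 0.75 with an estimated correlation), with actin of muscle (Acta1) at 0.35 and creatine kinase (Ckm) at 0.31, and with the 0 h difference added the call was lost (adjusted p = 0.26). At 24~48 h, of 10 fibroblast and meningeal markers 1 was lower and 1 higher (1 and 1 adjusted over the list alone) after injury. The median was −0.19 over the list (adjusted p = 0.69 from camera), with Postn at 1.31. With MP 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, and 0 and 0 at an unadjusted p under 0.05). The median was 0.0082 over the list (adjusted p = 0.59 from camera), and adjusted p = 0.032 without SCI-MP 24 h duplicate 2. Of 8 Schwann cell and nerve root markers 1 was higher and 1 lower (1 and 1 adjusted over the list alone) after injury. The median was 0.12 over the list (adjusted p = 0.88 from camera), with Egr2 at 1.16. With MP 1 was lower and 0 higher (1 and 0 adjusted over the list alone), with a median of 0.018, a mean of −0.0036 and a test that points upward (adjusted p = 0.67 from camera). With MP at 24~48 h, of 10 genes of fatty acid synthesis 0 were higher and 0 lower in limma (0 and 0 adjusted over the list alone, and 1 and 1 at an unadjusted p under 0.05). The median was 0.082 over the list (adjusted p = 0.39 from camera). Of 13 genes of cholesterol synthesis 2 were lower and 0 higher (2 and 0 adjusted over the list alone) after injury at 12 h. The median was −0.12 over the list (adjusted p = 0.26 from camera), with Nsdhl at −0.75.

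Per phase, the change with MP differed between injured and sham rats in 2044 probe sets at 2~6 h (1355 without S-EtOH 2 h duplicate 1, 920 without SCI-EtOH 4 h duplicate 1, 3606 without SCI-EtOH 4 h duplicate 2, 3604 without SCI-EtOH 6 h duplicate 1, 3725 without SCI-EtOH 6 h duplicate 2 and 1139 without SCI-MP 4 h duplicate 1), in 1254 at 8 h (506 without S-EtOH 8 h duplicate 1, 597 without S-EtOH 8 h duplicate 2, 702 without S-MP 8 h duplicate 1, 447 without S-MP 8 h duplicate 2, 1887 without SCI-EtOH 6 h duplicate 1, 1887 without SCI-EtOH 6 h duplicate 2 and 364 without SCI-MP 8 h duplicate 2), in 2168 at 12 h (843 without S-EtOH 12 h duplicate 1, 928 without S-EtOH 12 h duplicate 2, 1088 without S-MP 12 h duplicate 1, 1418 without S-MP 12 h duplicate 2, 1274 without SCI-EtOH 12 h duplicate 2, 1123 without SCI-MP 12 h duplicate 1 and 1076 without SCI-MP 12 h duplicate 2) and in 911 at 24~48 h (420 without S-EtOH 24 h duplicate 1, 508 without S-EtOH 48 h duplicate 1, 429 without S-MP 24 h duplicate 1, 491 without S-MP 48 h duplicate 2, 433 without SCI-MP 24 h duplicate 2 and 445 without SCI-MP 48 h duplicate 1).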
